# The function and evolution of a genetic switch controlling sexually dimorphic eye differentiation in honeybees

**DOI:** 10.1038/s41467-023-36153-4

**Published:** 2023-01-28

**Authors:** Oksana Netschitailo, Yidong Wang, Anna Wagner, Vivien Sommer, Eveline C. Verhulst, Martin Beye

**Keywords:** Gene regulation, Development, Evolutionary developmental biology, Entomology, Molecular evolution

## Abstract

Animals develop sex-specific morphological structures that are diverse between organisms. However, understanding the developmental and evolutionary mechanisms governing these traits is still limited and largely restricted to DM domain genes, which are conserved, sex-specific developmental regulators identified in genetic models. Here, we report a sex-specific developmental regulator gene, *glubschauge* (*glu*) that selectively regulates sexually dimorphic eye differentiation in honeybees. We found that the sex determination gene *feminizer* (*fem*) controls sex-specific splicing of *glu* transcripts, establishing a genetic switch in which Glu proteins with a zinc finger (ZnF) domain are only expressed in females. We showed that female coding sequence was essential and sufficient for partial feminization. Comparative sequence and functional studies revealed that the evolutionary origination of the genetic switch was followed by the mutational origin of the essential ZnF domain. Our results demonstrate that *glu* is a newly evolved sex-specific genetic switch for region-specific regulation of a dimorphic character.

## Abstract (web summary)

Sexual dimorphism results in widely diverse animal forms, but sexual determination is generally attributed to a single gene in animal models. Here they find that the *glu* gene regulates sexual dimorphism of honeybee eyes, demonstrating diversification of genetic programs for dimorphism.

## Introduction

Morphological differences between males and females are very common in animal organisms. The development of such sexual dimorphism directly or indirectly enhances the fitness of the bearer. The exaggerated horns of some beetles and the color patterning and size of the peacock’s tail provide intriguing examples of such sexually dimorphic structures. The evolutionary emergence of new sexual characteristics in different animal lineages establishes remarkable differences among organisms. However, our knowledge about the molecular developmental and evolutionary mechanisms governing sexual dimorphism is still limited. This is partly because the work has been focused on a limited number of sexually dimorphic traits, and systematic searches for developmental regulators have been performed in very few genetic models.

Sex determination establishes a binary signal that is usually transduced via a cascade of genes to sex-specifically controlled developmental regulators responsible for mediating aspects of sexual differentiation^1–3^. In vertebrates, the sex determination pathway determines the sex of the gonad. The gonads produce sex hormones that regulate the sexual fate of the non-gonadal tissues. In invertebrates, the primary sex determination signal is transduced to developmental regulators that are transcription factors. The result is a purely cell autonomous but coordinated decision about the sexual fate. One key developmental regulator for sexual dimorphism in invertebrates is the DM domain gene^1,2,4^. This gene encodes a transcription factor of the DM domain type with an intertwined zinc finger motif-type DNA binding domain and is involved in the specification of reproductive organs^1,5^. Sexual dimorphisms regulated by DM domain genes in other body parts are male tale morphogenesis in *Caenorhabditis elegans*^6,7^, the male-specific antenna and copulatory thoracic hook in the crustacean *Daphnia magna*^8^, sex combs on the male forelegs in *Drosophila melanogaster*^9,10^, sexually dimorphic exaggerated horn structures in some beetles^11–13^ and other characteristics^4,14–18^. A general feature that emerges from these studies is that DM domain genes are developmental regulators that operate as sex-specific genetic switches, since they provide activity either limited to one sex (ON or OFF activity states), or distinct between the sexes. Systematic screens revealed that the *doublesex* (*dsx*) gene (which is one of the DM domain genes in insects) is the main developmental regulator of sexual differentiation in *D. melanogaster*, since it specifies nearly all sexually dimorphic characteristics in this species^19,20^. However, how other sexually dimorphic characteristics are regulated is largely unknown.

Our previous work suggested that besides the reproductive organs the external sexually dimorphic characteristics of the honeybee *Apis mellifera* are not specified by the *dsx* gene^21^. These characteristics include the compound eyes that are approximately fourfold larger in males than in females (see wild type (wt) phenotypes in Supplementary Fig. 1A), which is likely an adaptation to spot males and queens during their mating flight^22–24^. Quantitative measures of eye sizes in *dsx* loss of function mutants showed that the *dsx* gene is not required for the development of the sexually dimorphic eye (Supplementary Fig. 1B).

This knowledge motivated us to systematically search for another sex-specific developmental regulator. We wanted to test the sexually dimorphic function and to examine the evolutionary origin of this other regulator with the aim of deeply understanding the developmental and evolutionary mechanism underlying sexually dimorphic trait formation. We identified a gene, which selectively specifies sexually dimorphic eye differentiation and named it *glubschauge* (*glu*). The gene operates as a sex-specific genetic switch as it provides distinct activities in females and males. Only the female-specific transcripts encode a protein with a zinc finger (ZnF). We further showed that the female-specific coding sequence is essential and sufficient for the partial feminization of the entire structure. Comparative evolutionary sequence and functional studies revealed that the gene was newly recruited to the sex determination pathway, which was followed by the evolutionary gain of the essential ZnF motif. Our results show that *glu* is a newly evolved sex-specific developmental regulator that controls sexual dimorphism of a single structure, the compound eye. Together, these findings suggest a region-specific control in which sexually dimorphic characteristics in different body parts are instructed by different sex-specific developmental regulators, *glu* and *dsx*.

## Results

### *glu* transcripts encode a zinc finger motif only in females

To identify a regulator of sexually dimorphic development other than the *dsx* gene, we screened for sex-specifically spliced transcripts. In honeybees, the heterozygous or homozygous/hemizygous genotype of the *complementary sex determiner* (*csd*) gene is the primary signal of sex determination (Fig. 1a). The *csd* gene regulates female- and male-specific splicing of the *feminizer* (*fem*) transcript generating a functional Fem protein only in females^25,26^. The *fem* gene thereby controls the entire development of either females or males^25,26^. The expressed Fem protein in females directs at least the female-specific splicing of the transcripts of the developmental regulator gene, *dsx*, which specifies gonad development (Fig. 1a)^21^. The male splice variant of the *fem* transcript is produced by default^25,26^. We performed female and male embryonic transcriptome sequencing^27^ and searched for sex-specific splice junctions that are only present in females but not in males (Fig. 1b). These transcripts are possibly regulated by the Fem protein, which is an ortholog of the Transformer protein in *Drosophila*^25,26^. 

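The transcriptomes were made from poly(A) RNA of whole embryos of the Carniolan honeybee, *Apis mellifera carnica*. Diploid female and haploid male embryos were frozen at 10–15 h, 25–40 h and 55–70 h after egg laying, with 2 libraries for each sex and age and 12 in all. A library came from a pool of 100 embryos at the first age, 60 at the second and 30 at the third, from 3 mothers. For its honeybees the paper describes female eggs of naturally mated queens and male eggs of unmated queens given carbon dioxide. If this holds for these libraries, a difference between the sexes cannot be told apart from one between such mothers. The protocol gives 5–15 h for the collection of the eggs, so the age of the youngest embryos rests on the label. The labels number the libraries of a group as replicates and do not say that their pools were collected separately, so the p-values measure the spread between these libraries, which may be technical. The authors deposited gene-level FPKM, which divide the fragments of a locus by its length and by the mapped fragments of the library and hold no reads and no splice junctions, so the junction search itself was not repeated. The submitters' processing notes name TopHat2, Bowtie2 2.2.6 and Cufflinks 2.2.1, and the genome build is not given in the sources used here. Each library lists 17621 loci, of which 1073 join several genes and 8002 carry no gene name.

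The number of reads is not part of the FPKM. The FPKM of a library summed to 470383 and 426254 in the 10–15 h female libraries, 642048 and 617232 at 25–40 h, and 727448 and 721777 at 55–70 h. In the male libraries the sums were 426776 and 439108, 515663 and 572884, and 695666 and 695328 at the 3 ages. The width of the confidence bounds around each FPKM, which narrows as fragments are added, puts the depth of the libraries between 0.872 and 1.24 times that of the first female 10–15 h library. Between 7392 and 11048 loci per library reached 1 FPKM. In each library, 23.3% to 28.7% of the loci with at least 1 FPKM and a valid estimate had an FPKM outside its own bounds. Replicates of a group correlated at 0.936 to 0.988 across loci. Groups were compared with limma on log2(FPKM + 1) over the 10105 loci with a mean of at least 1 FPKM and a valid estimate in every library, and p-values were adjusted by the Benjamini–Hochberg method. Differences between groups are on this log2 scale, which understates the change of loci with low FPKM.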

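Transcripts of *fem* were nearly missing at 10–15 h and rose in both sexes by 25–40 h, together with those of *csd*, the upstream gene of the pathway. The *fem* locus, on chromosome 3 from 11113282 to 11123371, had 0.235 ± 0.0306 FPKM (SD, n = 2 libraries) in females and 0.510 ± 0.212 in males at 10–15 h. It had 57.1 ± 27.4 and 64.7 ± 37.2 FPKM at 25–40 h, and 105 ± 27.1 and 304 ± 96.5 at 55–70 h. In each of the 8 libraries of these later ages the value lies above its own upper bound, for example 76.4 against 68.5 FPKM in female 25–40 h replicate 1. Over both sexes *fem* rose by 5.40 between the first pair of ages (standard error 0.31, adjusted p = 1.09e-07 from limma) and by a further 1.61 to 55–70 h (standard error 0.31, adjusted p = 0.00126). Its level did not pass the test between the sexes, with a female minus male difference of −0.65 averaged over the ages (adjusted p = 0.114) and −1.51 at 55–70 h (adjusted p = 0.137).

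The longest *csd* locus, on chromosome 3 from 11135135 to 11146228, rose by 4.83 from 10–15 h to 25–40 h (standard error 0.28, adjusted p = 1.01e-07). At 25–40 h it stood at 32.9 ± 18.3 FPKM in females and 29.3 ± 2.93 in males, and at 55–70 h at 7.42 ± 2.95 and 50.8 ± 15.7. At 55–70 h the female minus male difference was −2.63 (standard error 0.39, adjusted p = 0.022 from limma), and averaged over the ages it was −0.90 (adjusted p = 0.034). A shorter *csd* locus that overlaps it, from 11143576 to 11146566, is listed at 0 in all 6 female libraries and in both male 10–15 h libraries. The male libraries had 59.3 and 65.9 FPKM there at 25–40 h and 332 and 52.2 FPKM at 55–70 h, above upper bounds of 1.57, 1.74, 4.09 and 1.38. Another overlapping *csd* locus, from 11143863 to 11147236, had a female minus male difference of −1.17 at 55–70 h (adjusted p = 0.287). Females are heterozygous and haploid males hemizygous for *csd*. Whether alleles unlike the reference change the values of these loci, the longest included, was not tested.

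*dsx*, the developmental regulator of the reproductive organs downstream of *fem*, had low levels throughout. Females and males had 2.78 ± 0.482 and 1.19 ± 0.287 FPKM at 10–15 h, 5.19 ± 0.107 and 2.75 ± 0.00607 at 25–40 h, and 2.93 ± 0.411 and 3.03 ± 0.906 at 55–70 h. The difference averaged over the ages was 0.50 (standard error 0.14, adjusted p = 0.0496 from limma), with 0.79 at 10–15 h (adjusted p = 0.0725) and 0.72 at 25–40 h (adjusted p = 0.0807). The 10–15 h difference was called with a pseudocount of 0.1 (0.0461), after median-ratio scaling (0.0185) and when rescaled to the same sum (0.0446). The averaged call ended with a pseudocount of 5 (0.0617), without a filter (0.0783), with loci of any status (0.0509) and with a replicate block (0.0711). In alternatives chosen after seeing the data, it ended without loci of several genes (0.0506) and without the 25–40 h libraries (0.198). *tra2*, the homologue of the *Drosophila* splicing partner of Transformer, lay between 181 ± 13.5 and 278 ± 7.84 FPKM in the 6 groups, with an averaged difference of −0.21 (adjusted p = 0.26). *fruitless*, a sex-specifically spliced gene in *Drosophila*, fell by 1.20 from 25–40 h to 55–70 h (adjusted p = 3.73e-04) and had an averaged difference between the sexes of 0.06 (adjusted p = 0.828). This average joins opposite signs, with 0.75 at 10–15 h (adjusted p = 0.109), −0.20 at 25–40 h (0.696) and −0.38 at 55–70 h (0.474). Of the 7 loci of these 5 genes, 5 rose and none fell from 10–15 h to 25–40 h, also when adjusted over the list alone, and as a list they did not pass the test (adjusted p = 0.293). One of the 5 is the shorter *csd* locus, which is listed at 0 in all females and lies above its bounds in males. The rise of *dsx* among them was lost after median-ratio scaling (0.26, adjusted p = 0.217) and turned after quantile normalization (−0.0752). At 55–70 h, 2 were lower in females, both at *csd*, or 3 when adjusted over the list alone. As a list they were lower there by limma's camera (adjusted p = 0.0164, and adjusted p = 0.709 with an estimated correlation). This call ended in a fit of only the libraries of this age (0.0519) and without female 55–70 h replicate 2 (0.0691). It also ended, in alternatives chosen after seeing the data, without loci at 0 (0.191), at the midpoint of the bounds (0.183) or without loci far from it (0.165).

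With the labels of the sexes exchanged within ages in every possible way, an exact two-sided permutation test gave p = 0.037 for *dsx*, 0.0741 for *fem*, 0.0926 for *tra2* and 0.148 for the longest *csd* locus (0.166, 0.167, 0.167 and 0.222 after adjustment over 9 loci), where the smallest p the design allows is 0.00926. The *csd* call at 55–70 h ended in a fit of only the libraries of that age (adjusted p = 0.398). It also ended without female replicate 1 (adjusted p = 0.208) or male replicate 1 (0.076) of that age and without male 10–15 h replicate 1 (0.0576) or 2 (0.0578). The averaged *csd* call ended in 9 of the 12 fits that leave out 1 library (adjusted p from 0.0638 to 0.0988), and the averaged *dsx* call in 10 of them (0.0844 to 0.14).

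**Figure D1:**
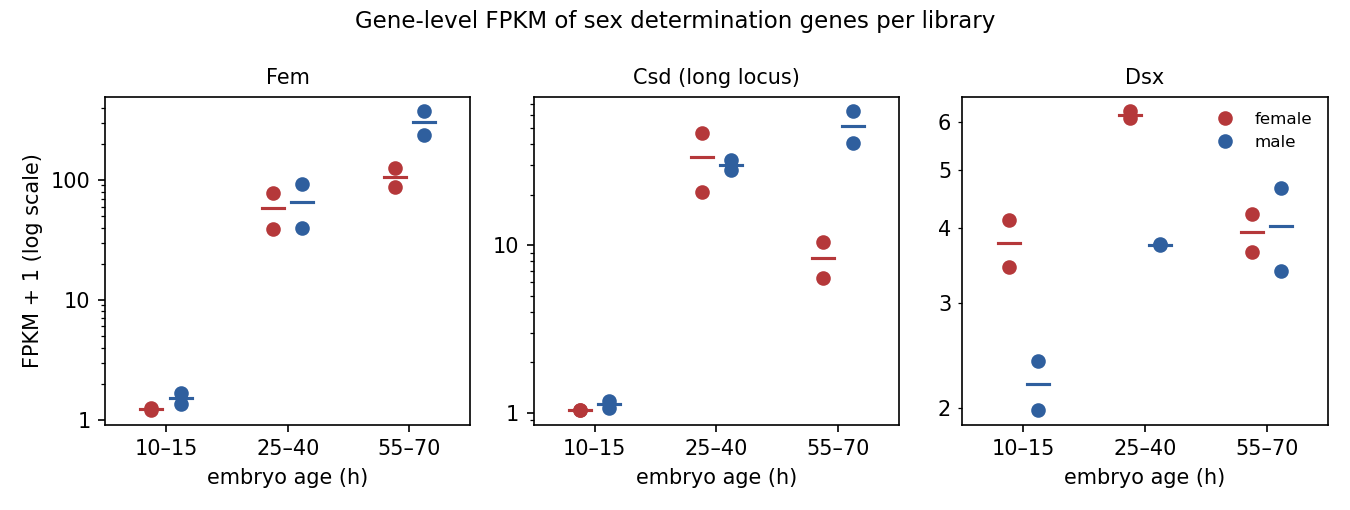
FPKM + 1 of *fem*, the longest *csd* locus and *dsx* on a log axis, by embryo age, with a point for each library and a bar at the mean of the 2 libraries of a sex and age. At 55–70 h both male points of *csd* (means of 50.8 FPKM in males and 7.42 in females) lie above both female points.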

We found that the transcripts of the *glubschauge* gene (*glu*, Gene ID 552468) are sex-specifically spliced, so that proteins with a zinc finger motif can only be expressed in females.

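The locus that holds *glu* was most abundant in the youngest embryos and fell with age in both sexes. At 10–15 h it had 1737 ± 250 FPKM (SD, n = 2 libraries) in females and 1470 ± 91.9 in males. At 25–40 h it had 240 ± 11.7 FPKM in females, and 481 FPKM in the single male library with a valid estimate. At 55–70 h it had 146 ± 22.8 FPKM in females and 176 ± 11 in males. The estimate of male 25–40 h replicate 1 failed and is listed at 0, so the locus was not among those tested and these levels carry no p-value. The FPKM counts fragments of the whole locus, including 2 other gene names, and of all splice forms together, so it gives neither the level of *glu* alone nor that of its female and male transcripts. The paper searched these transcriptomes for splice junctions present in females but not in males, which it describes as possibly regulated by the Fem protein. From this search and from RT–PCR sequences it states that *glu* transcripts are spliced differently in the sexes. Only females can thus express a Glu protein with the zinc finger motif. The paper also tested this splicing by RT–PCR in *fem* mutants and at several embryonic stages. Its youngest embryos showed only the variant that is male-specific later.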

**Fig. 1:**
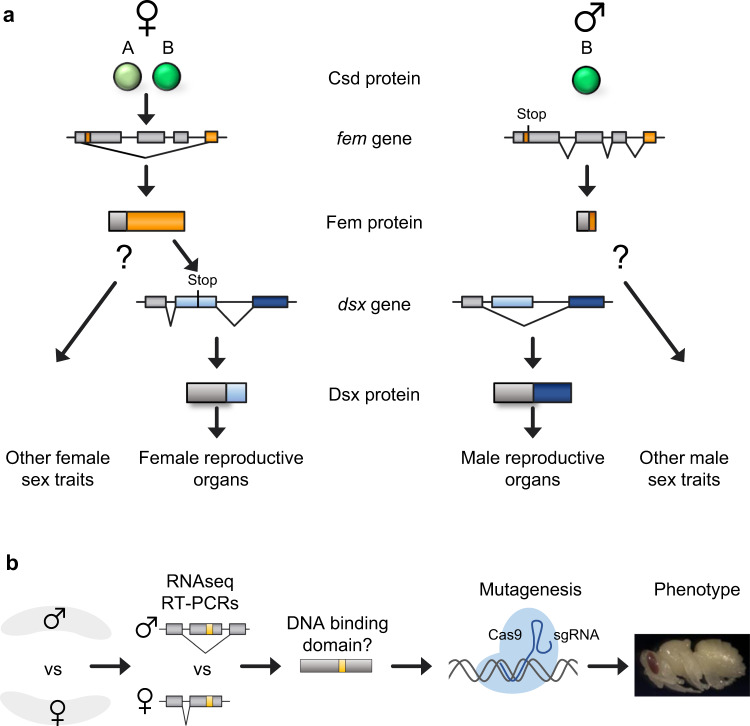
Sex determination in honeybees and the search for another sex-specific developmental regulator. **a** A model of the sex determination pathway with the *dsx* gene as a sex-specific developmental regulator of reproductive organ differentiation. The proteins, as well as the sex-specific splicing of the transcripts are schematically presented. A and B are protein variants derived from different *csd* alleles. Different colors indicate exons and proteins that are sex-specifically spliced or expressed. *csd*: *complementary sex determiner* gene. *fem*: *feminizer* gene. **b** The experimental strategy employed to identify other developmental regulators that are sex-specific spliced and regulated by the *fem* gene. Transcriptome analysis in embryos identified sex-specifically spliced transcripts. The coding sequence analysis identified possible DNA binding domains.

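At 10–15 h, some genes of the mitochondrial genome were higher in female embryos, and some of DNA replication and some kinesins were lower, than in male embryos. If the mothers of the sexes differed as the paper's methods describe, these differences cannot be told apart from differences between the mothers. Of 8 mitochondrial genes, 3 were higher in females and none was lower by limma (7 higher when adjusted over the list alone). Without a filter on low FPKM none of the 8 was called, with the same median of 1.74. *ND1*, a subunit of respiratory complex I, had 1418 ± 116 FPKM (SD, n = 2 libraries) in females and 398 ± 37.5 in males, a difference of 1.83 (standard error 0.44, adjusted p = 0.0325). *CYTB*, of complex III, differed by 1.67 (adjusted p = 0.0316) and *COX1*, of complex IV, by 1.26 (adjusted p = 0.0274). The mitochondrial list was higher in females by camera (adjusted p = 2.48e-06, and adjusted p = 0.783 with an estimated correlation), but not by fry (0.0815). Mitochondrial genes took 3.32% and 4.3% of the FPKM of the female libraries and 1.65% and 1.23% of that of the male libraries. At 25–40 h they took 1.56% and 3.58% in females and 1.89% and 2.28% in males. At 55–70 h they took 1.96% and 1.34% in females and 2.46% and 1.22% in males. The share thus also varied widely between replicates of some groups.

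Among single genes, *unc5-1*, a homologue of netrin receptors, was higher in females, at 17.1 ± 0.522 against 4.03 ± 1.76 FPKM, a difference of 1.89 (standard error 0.30, adjusted p = 0.0148). *LOC100578068*, listed at 0 in 1 of the female libraries, had 0.351 ± 0.497 FPKM in females and 82.7 ± 13.4 in males (adjusted p = 3.26e-05 from limma). *vas*, an RNA helicase of the germ line, had 160 ± 9.26 FPKM in females and 593 ± 20.9 in males (−1.88, adjusted p = 0.0139), the single member called among 8 germ line and maternal RNA regulators. *AGO2*, an Argonaute protein of RNA interference, had 6.49 ± 2.43 and 58.4 ± 21.5 FPKM (−2.98, adjusted p = 0.0148). Of 6 genes of the cell cycle and DNA replication, 2 were lower in females and none was higher (3 lower when adjusted over the list alone, and the list did not pass camera with adjusted p = 0.282), *Orc1* of the origin recognition complex by −1.72 (adjusted p = 0.0211) and the mitotic kinase *polo* by −1.40 (adjusted p = 0.0411). In a wider list of 18 replication factors, chosen after the names and some values were seen, 9 were lower and none was higher, including *RpA-70* (−2.51) of the single-strand binding complex and *DNApol-alpha50* (−2.13) of the polymerase that starts new strands. That list was lower by camera (adjusted p = 1.92e-05, and adjusted p = 0.918 with an estimated correlation). Of 19 kinesins, chosen in the same way, 6 were lower and none was higher, among them *kinesin-8* (−3.05) and *kinesin-A* (−2.78), and the list was lower by camera (adjusted p = 3.79e-03, and adjusted p = 0.942 with an estimated correlation). Without a filter 4 replication factors and 3 kinesins were lower, after quantile normalization 6 and 3, and after median-ratio scaling 12 and 8. Among all loci, 186 were higher and 731 lower in females, and of these calls 20.3% were higher, or 41.3% after median-ratio scaling and 40.2% after quantile normalization.

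Without male replicate 1, limma called 0 loci higher and 1 lower (329 and 1339 at an unadjusted p under 0.05), without male replicate 2 it called 0 and 2 (492 and 1240), without female replicate 2 it called 7 and 3, and without female replicate 1 it called 68 and 513. Without the first 3 of these, *vas* (adjusted p = 0.128, 0.107 and 0.125), *ND1* (0.154, 0.176 and 0.215), *AGO2* (0.143, 0.107 and 0.137) and *unc5-1* (0.141, 0.0802 and 0.132) were no longer called. In a fit of only these 4 libraries it called none, with 863 and 2547 loci at an unadjusted p under 0.05.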

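At 25–40 h, most ribosomal protein loci were higher in female than in male embryos, and single patterning genes differed in either direction. The male libraries of this age lay nearer the 10–15 h libraries than the female libraries did. These differences thus cannot be told apart from differences in age or developmental state. Across loci they correlated at 0.508 with the change from 10–15 h to 55–70 h. Of 50 loci of cytosolic ribosomal proteins, a list chosen after the names and some values were seen, 44 were higher in females and none was lower by limma, with a median difference of 1.10. *RpL32* had 2115 ± 767 FPKM (SD, n = 2 libraries) in females and 621 ± 6.1 in males (1.72, standard error 0.29, adjusted p = 0.00393). The list was higher by camera (adjusted p = 1.09e-26, and adjusted p = 0.918 with an estimated correlation). After median-ratio scaling 41 of the 50 loci were called with a median of 1.14, after quantile normalization 19 with a median of 0.518, and without male replicate 1 or female replicate 2 of this age 14 and 22 were called. None was called at 55–70 h, where the median was 0.238. At 10–15 h 4 loci were higher in females and none was lower, with a median of 0.317. The list was higher by camera at that age too (adjusted p = 1.04e-07, and adjusted p = 0.918 with an estimated correlation).

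Segment polarity genes, which pattern each body segment, held 2 of 6 loci higher in females and none lower, also when adjusted over the list alone, and did not pass camera as a list (adjusted p = 0.293). *Ci*, the transcription factor of Hedgehog signalling, had 49.2 ± 8.27 FPKM in females and 6.80 ± 0.24 in males (2.68, standard error 0.27, adjusted p = 2.57e-04). *En*, the engrailed transcription factor of posterior compartments, had 71.2 ± 31.1 and 10.8 ± 3.05 FPKM (2.57, adjusted p = 8.91e-04). Of 7 loci of Hox genes, which set the identity of segments, 2 were higher and 1 lower, with the same calls over the list alone and adjusted p = 0.293 as a list. *lab*, of the head, had 9.82 ± 3.22 and 0.777 ± 0.09 FPKM (2.57, adjusted p = 0.00235), while *Dfd*, also of the head, had 45.9 ± 4.62 and 127 ± 33.7 (−1.43, adjusted p = 0.0048). *eya*, a coactivator needed for the insect eye, had 48.1 ± 3.97 FPKM in females and 9.13 ± 3.39 in males (2.32, adjusted p = 7.23e-04). It is a gene that rose with age, by 4.11 from 10–15 h to 25–40 h. Its list, of retinal determination and eye development, had only 3 tested loci, too few for a test as a list. *Six4*, a homeobox gene, had 25.5 ± 13.3 and 0.902 ± 0.211 FPKM (3.71, adjusted p = 1.3e-04). *Notum*, a secreted inhibitor of Wnt signalling, differed by 2.93 (adjusted p = 0.00106).

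Of 11 loci of gap and pair-rule genes, which divide the early embryo into segments, 2 were higher and 3 lower in females, also when adjusted over the list alone, with adjusted p = 0.556 as a list. The pair-rule gene *eve* had 89.5 ± 9.22 FPKM in females and 248 ± 17.2 in males (−1.46, adjusted p = 0.00398). Much lower in females were *T3dh*, an alcohol dehydrogenase of type III, with 1.55 ± 0.638 FPKM in females and 108 ± 6.88 in males (−5.43, adjusted p = 1.82e-04), and *Cyp314a1*, the enzyme that makes the active moulting hormone from ecdysone, with 7.20 ± 2.5 and 241 ± 138 FPKM (−4.79, adjusted p = 7.94e-05). At 10–15 h the same genes had 261 ± 103 and 340 ± 50 FPKM, and 854 ± 73.8 and 1024 ± 40.4 FPKM, in females and males. In all, 804 loci were higher and 675 lower in females (54.4% of the calls higher, or 37.8% when every library was rescaled to the same sum), and 94 loci were called in the same direction at 10–15 h and 41 in the opposite one.

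Without male replicate 1 of this age limma called 275 loci higher and 246 lower, without female replicate 2 it called 372 and 275, without female replicate 1 it called 747 and 1263, and without male replicate 2 it called 542 and 446. A fit of only the 4 libraries called 0, with 1237 higher and 998 lower at an unadjusted p under 0.05.

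**Figure D2:**
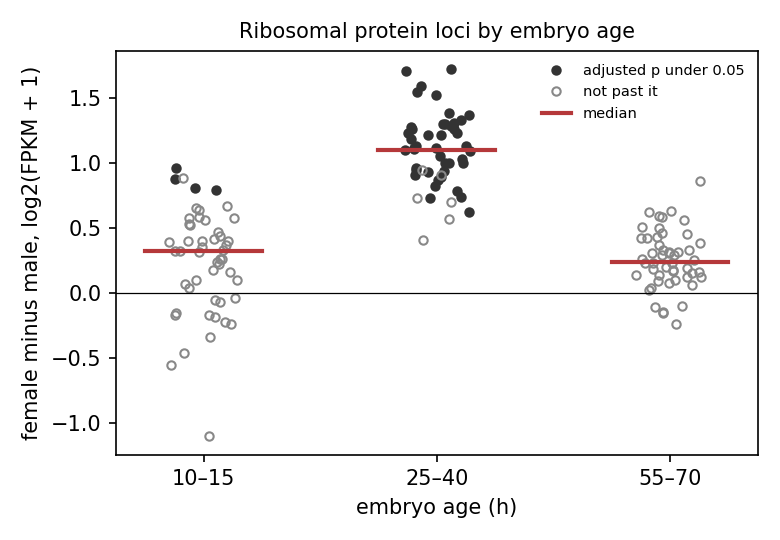
Female minus male difference in log2(FPKM + 1) of 50 loci of cytosolic ribosomal proteins at each embryo age, with a point per locus, filled where the adjusted p from limma was under 0.05, and a red line at the median. The points lie above 0 for all 50 loci at 25–40 h, where 44 are filled, and none is filled at 55–70 h. After quantile normalization 19 are called at 25–40 h.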

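At 55–70 h, close to hatching, females had more RNA of the cuticle protein *CPR13*, at 347 ± 121 against 20.3 ± 25.2 FPKM (SD, n = 2 libraries), a difference of 4.85 (standard error 0.82, adjusted p = 0.0346 from limma). *SP36*, a serine protease, had 258 ± 103 FPKM in females and 17.7 ± 16.9 in males (4.12, standard error 0.56, adjusted p = 0.0139). *HEX70b*, a hexamerin and thus a storage protein of the haemolymph, had 9.25 ± 6.03 and 59.5 ± 11.4 FPKM (−2.69, standard error 0.39, adjusted p = 0.0208). In all, 33 loci were called higher and 32 lower in females (513 and 1381 at an unadjusted p under 0.05), and 8 of them were called in the same direction at 25–40 h. The share of higher calls was 50.8%, or 70.0% after median-ratio scaling and 74.3% after quantile normalization.

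Averaged over the 3 ages, 379 loci were higher and 827 lower in females (31.4% of the calls higher, or 51.1% after median-ratio scaling, 50.3% after quantile normalization and 14.8% when every library was rescaled to the same sum). Over all tested loci the median difference was −0.142, and 0.0171 after median-ratio scaling. *RpL34*, a ribosomal protein, was higher in females at 1154 ± 405 against 720 ± 67.4 FPKM at 10–15 h, 3427 ± 224 against 1334 ± 309 at 25–40 h and 5770 ± 1140 against 3176 ± 547 at 55–70 h (0.96, standard error 0.15, adjusted p = 0.00823). *unc5-1* was also higher in the average (1.04, adjusted p = 0.0105). *Baiap3* was lower, by −1.88 (adjusted p = 0.00155), and so was *vas*, by −1.24 (adjusted p = 0.00432). Of the 50 ribosomal protein loci 38 were higher and none was lower, and of the 8 mitochondrial genes 1 was higher (3 when adjusted over the list alone). As a list the mitochondrial genes were higher in females in this average (adjusted p = 7.92e-04, and adjusted p = 0.783 with an estimated correlation). This call also ended after quantile normalization (0.105) and with limma's fry (0.174). The difference of the list came mainly from 10–15 h, where its median was 1.74. At 25–40 h and 55–70 h none of the 8 genes was called, with medians of 0.332 and −0.0963 (adjusted p = 0.46 and 0.716 by camera).

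At 55–70 h limma called from 9 to 246 loci higher and from 2 to 180 lower when 1 library was left out, 9 and 2 without female replicate 1 (when the calls of *CPR13*, *SP36* and *HEX70b* ended, with adjusted p = 0.315, 0.153 and 0.109), 118 and 180 without female replicate 2, 246 and 146 without male replicate 2 and 9 and 5 without either male 10–15 h library, and in a fit of only the 4 libraries it called 0, with 270 higher and 665 lower at an unadjusted p under 0.05. In the average the counts ranged from 41 higher and 82 lower without male 10–15 h replicate 1 to 2129 lower without female 25–40 h replicate 1, and without the 25–40 h libraries, an alternative chosen after seeing the data, they were 28 and 229 (10.9% higher), with adjusted p = 0.0662 for *RpL34* and 0.0813 for *Baiap3*.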

We mapped RNA-seq reads and RT–PCR amplicon sequences from male and female embryos and adults to the genomic sequence and found that the *glu* gene consists of 10 exons (Fig. 2a). 

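In the deposited files the *glu* gene is listed as LOC552468. It has no locus of its own there but shares one on chromosome 11, from 1066626 to 1096455 (29830 bp) in the authors' build, with LOC413545 and LOC100578197. In the RefSeq gene table used here for names and neighbours only, LOC552468 is a protein-coding gene on chromosome 11 with 4 annotated transcripts. LOC413545 is a protein-coding gene with 5 annotated transcripts in the same table, which holds no LOC100578197. The order of genes in that table is LOC413545, LOC102656796, LOC552468 and LOC100578739. The exons and start sites of *glu* were not analysed here, because no genome sequence was used.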

The transcripts are transcribed from two transcriptional start sites (Fig. 2a, b) and are alternatively spliced, which suggests that at least three possible translation start sites in exons 2, 3 and 4 are used. Splice acceptor sites in exon 8 are sex-specific, which lead to a shift in the open reading frame of exon 8 (ORF; Fig. 2c). Thus the transcripts can express female- and male-specific protein variants, which have shared N-terminal and sex-specific C-terminal amino acid sequences. The shared region is 210 to 316 amino acids long. The female-specific part of the protein consists of 1256 amino acids and harbors a ZnF motif of the CCHH type, representing a possible DNA binding domain^28^. The male-specific region is just 16 amino acid long. We conclude that the *glu* gene can express proteins with a ZnF domain specifically in females, which is absent in males. No conserved motifs other than the ZnF domain were predicted in Glu proteins.

**Fig. 2:**
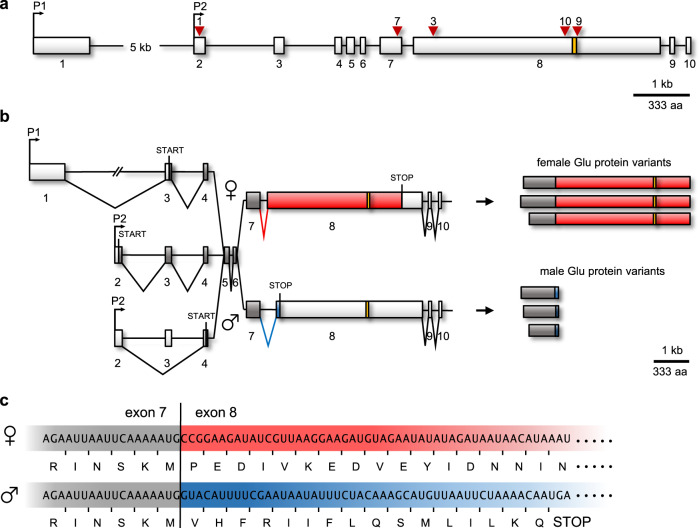
Genomic organization, sex-specific splicing and expression of the *glubschauge* (*glu)* gene. **a** Scheme of the genomic organization of the *glu* gene. The red arrows and the numbers above the genome structure indicate the target sites of the sgRNAs used for CRISPR/Cas9 mutagenesis. **b** Female- and male-specific transcripts and proteins. Boxes denote the exons. Female-specific parts of the ORF are shown in red, male-specific parts are displayed in blue, and common parts are shown in dark gray. The position of the CCHH zinc finger motif (ZnF) is indicated in yellow. **c** The exons 7 and 8 boundary, which is sex-specifically spliced. The coding nucleotide sequence of the mRNA and the encoded amino acids are shown.

To determine whether the *glu* gene is controlled by the *fem* gene, we introduced stop codons into the *fem* gene and studied the sexual splicing of *glu* transcripts. Early stop codons were introduced via frame-shift mutations in exon 3 and both alleles (Supplementary Fig. 2) using the CRISPR/Cas9 method^29^ and the efficient somatic mutation approach^21^. These *fem* ^*−*/*−*^ mutations mimic the male regulatory state (Fig. 1a)^26^. We screened for mutant individuals with no mosaicism^21^, which we identified by the deep sequencing of the amplicons for each individual (Supplementary Table 1). We confirmed that the *fem* ^*−*/*−*^ mutation was a loss-of-function mutation by detecting only the male *dsx* transcript in genetic females (Fig. 3a and Supplementary Table 2). In these *fem* ^*−*/*−*^ females, only the male *glu* splice variant was detected, while in wild type females, only the female *glu* transcript was found (Fig. 3a). This shift in splicing demonstrates that the female splicing of *glu* transcripts is directly or indirectly controlled by the *fem* gene.

**Fig. 3:**
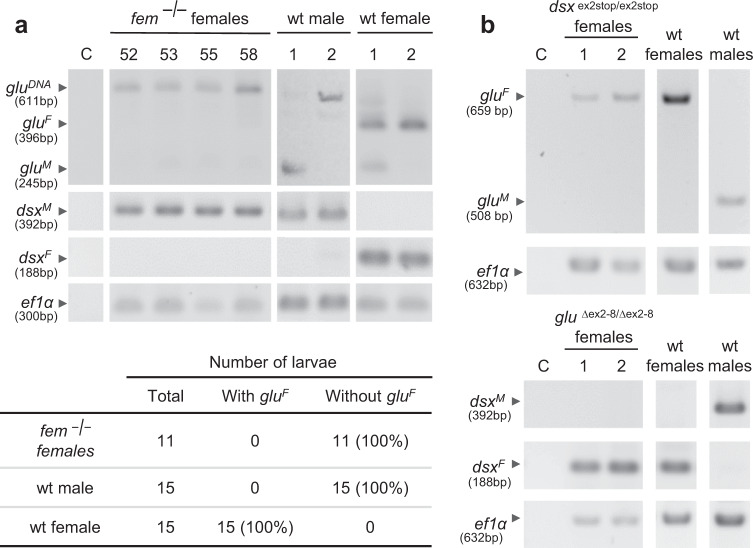
The sex-specific splicing of *glu* is controlled by the *fem* gene. **a** Sex-specific splicing of *glu* transcripts in response to *fem* ^*−*/*−*^ mutations. Individual stage 1 female larvae were analyzed. Upper panel: Size-resolved amplicons from the RT-PCRs, which were semiquantitatively adjusted across individuals using *ef-1α (ef1α, elongation factor 1α*) transcripts as a reference. Female- (*glu*^*F*^) and male-specific (*glu*^*M*^) *glu* fragments were amplified with a single primer pair. Table: The number of individuals in which *glu*^*F*^ was examined. *glu*^*M*^ transcripts showed low abundance and were inconsistently amplified in the mutants. *glu*^*DNA*^: DNA. **b** The *glu* splicing in *dsx* ^*stop/stop*^ female mutants and *dsx* splicing in *glu* ^∆ex2-8/∆ex2-8^ female mutants. The antennae from 4 to 5 pupae or adults were pooled and analyzed. wt: wild type controls. C: negative control for PCR.

To further understand whether *glu* and *dsx* are parallel operating genes under control of the *fem* gene, we studied *glu* splicing in *dsx* loss of function mutants and *dsx* splicing in *glu* loss of function mutants. Again, biallelic mutations were generated for the *dsx* gene in females (*dsx* ^*stop/stop*^)^21^ and the *glu* gene (*glu* ^∆ex2-8/∆ex2-8^; sgRNAs 1 and 3) using CRSPR/Cas9 method. We observed that the lack of *dsx* activity is not affecting *glu* splicing (Fig. 3b). Further, the lack of *glu* activity does not influence *dsx* splicing (Fig. 3b). These results showed that *glu* transcript splicing does not depend on *dsx* activity and that *dsx* transcript splicing does not require *glu* activity. We conclude that *dsx* and *glu* are two sex-specific controlled genes, which operate in parallel branches of the sex determining pathway under control of the *fem* gene.

To determine whether the male transcript is the default regulatory state, which does not rely on input from the *fem* gene, we studied *glu* splicing at different embryonic stages before and after the onset of the sex determination pathway^26,30^. In 0- to 15-hour-old embryos, we detected only one variant that is male-specific at later stages (Fig. 4a). From 25 h onward, with the onset of the sex determination pathway and the alternative splicing of *fem* transcripts after 24–39 h at the cellular blastoderm stage^26,30^, the *glu* gene showed female-specific splicing. The male-specific transcript is the default regulatory state that switches to the female-determined state via Fem protein-mediated splicing. Collectively, these results establish that the *glu* gene operates as a genetic switch with two activity states via sex-specific splicing of transcripts. These transcripts can express different protein activities in females and males.

**Fig. 4:**
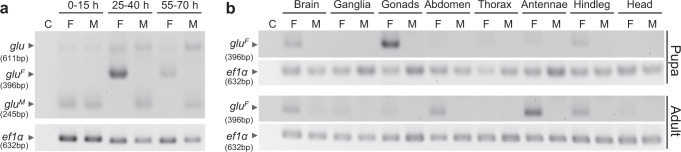
The onset of sex-specific splicing in embryos and the tissue-specific expression of *glu* transcripts. **a** Sex-specific *glu* transcripts at different embryonic stages: cellularization and onset of blastoderm (0–15 h after egg laying), end of blastoderm and gastrulation stage (25–40 h), and larval completion (55–70 h)^69^. Semiquantitative RT-PCR was performed on pools of embryos. **b** Tissue-specific expression of *glu*^*F*^ in males and females at pupal stage 4 and in 10-day-old male and female adults. Semiquantitative RT-PCR results were adjusted across samples using *ef1α* transcript levels as a reference. The abdomen sample does not contain gonads and ganglia. Three biological replicates were conducted. *glu*^*M*^ transcripts in pupae and adults were not amplified (Supplementary Fig. 4). F: female; M: male; *ef1α*: *elongation factor 1α*; C: negative control for PCR.

Next, we examined whether the *glu* gene was tissue-specifically transcribed, which would indicate region-specific expression of the *glu* gene controlled by the developmental programming of general body patterning. At the red eye pupal stage (stage 4), we reliably detected *glu*^*F*^ (female) transcripts in the brain (including the tissues of the complex eyes), gonads and hind legs among all three replicates (Fig. 4b) but not in the other examined tissues. In adult honeybee females, we found that *glu*^*F*^ was expressed in the brain, abdomen, antenna and hind legs (Fig. 4b). We never detected *glu*^*F*^ expression in the thorax or head capsule of adult bees. Intriguingly, we were never able to reliably amplify the male variant in pupae and adults (Supplementary Fig. 3), suggesting an absence of male transcripts. We conclude that the male-specific transcript represents a non-active state of the genetic switch. Since, the male *fem* transcripts are also lacking in pupae^26^, it is possible that the early stop codons induce nonsense-mediated decay of the male-specific *glu*^*M*^ and *fem*^*M*^ transcripts^31^. Collectively, these results show that the *glu* gene is a region-´and sex-specific genetic switch, which can provide an activity limited to only one sex and this in specific tissues.

### The *glu* gene is a regulator of sex-specific eye morphology

To understand whether the sex-specifically spliced *glu* gene is a developmental regulator of sexual dimorphism, we mutated *glu* in female embryos using the CRISPR/Cas9 method, reared larvae to the pupal stage with worker nutrition and screened for non-mosaic individuals in which both alleles were mutated using deep sequencing of amplicons^21,29^. Genetic females homozygous for exon 2 to exon 8 deletions (*glu* ^*∆ex2-8/∆ex2-8*^, sgRNA1 and 3) developed larger eyes with a male-like dorsal extension (arrow heads, Fig. 5a). Their relative compound eye length and width were significantly greater, while the relative interocular distance of their compound eyes was significantly shorter relative to wild type females (Fig. 5c). These results indicate a partial loss of female characteristics and partial gain of male characteristics. Other sexually dimorphic characteristics of external body morphology and reproductive organs (to the level of stereomicroscope detection) were the same to those of the wild type females (Supplementary Fig. 4) suggesting that the gross developmental function of *glu*^*F*^ is restricted to the region of the compound eye. To understand whether the *glu* gene regulates female-specific and not general developmental characteristics, we compromised specifically the female limited part of the protein. We introduced stop codons in exon 8 using sgRNA 10 so that the female-specific CCHH ZnF motif together with the last 254 to 291 amino acids were not expressed. The *glu* ^*ex8stop/ex8stop*^ females showed the same phenotype as the *glu* ^*∆ex2-8/∆ex2-8*^ females (they were not significantly different) while we again found the effects on relative eye width, length and interocular distance (Fig. 5a–c). This result demonstrates that *glu*^*F*^ transcripts encode a developmental regulator of sexually dimorphic eye development. Next, we wanted to examine whether *glu*^*M*^ transcript is required for male characteristics, despite the lack of expression in male pupae and adults. However, we were not able to test this hypothesis, since already the rearing of pupal control males failed (despite a similar number of eggs) suggesting that our rearing procedure cannot be easily applied to males.

**Fig. 5:**
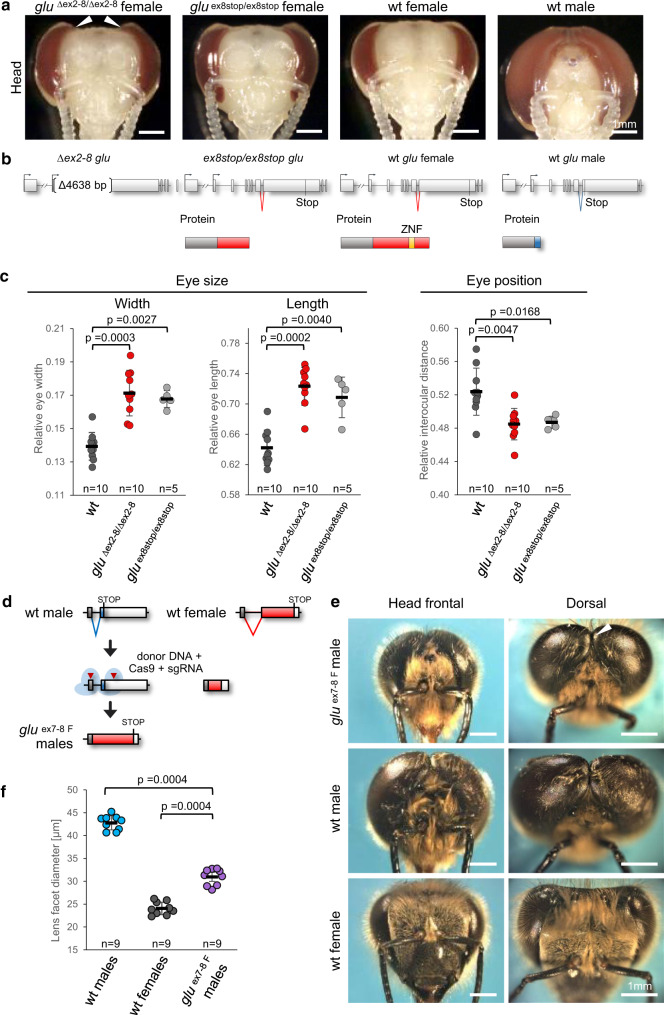
The *glu* gene is essential for female-specific eye formation and sufficient for a feminization of male eye morphology. **a** Head morphology of female *glu* ^∆ex2-8/∆ex2-8^ (*n* = 10) and *glu* ^*ex8stop/ ex8stop*^ (*n* = 5) mutants at pupal stage 4 (red eye stage). Arrow heads mark the male-like dorsal extension of the compound eye. **b** The introduced DNA mutations and the expected protein products are schematically presented. **c** Relative eye width: eye width relative to head width. Relative eye length: eye length relative to head length. Relative interocular distance: interocular distance relative to head width (two-tailed Mann–Whitney U test). Means and standard deviations are shown. **d** Schematic presentation of generating *glu* ^*ex7-8 F*^ mutation in males. **e** Head morphology of feminized *glu* ^*ex7-8 F*^ males (*n* = 9) at the adult stage. Arrow head marks a reduction of dorsal closure in mutant males. **f** Dorsal lens facet diameter, two-tailed Mann–Whitney U test. Means and standard deviations are shown. wt: wild type.

Having shown that the female-specific coding sequence is essential, we next asked whether it is sufficient to feminize the entire structure of the compound eye. We deleted the intron 7 sequence and fused the exon 7/8 sequences using CRISPR/Cas9-mediated homology-directed repair so that the *glu* transcripts present in males encoded only female-specific Glu proteins (Fig. 5d, sgRNAs 3 and 7). The eyes of these *glu* ^*ex7-8 F*^ (haploid) males were smaller in the frontal view (Fig. 5e), while the dorsal closure of the eyes was less pronounced (arrow heads, Fig. 5e), indicating a partial shift from male to female eye morphology that affects the entire eye structure. Next, we asked whether the dorsal lens facets of the compound eyes were feminized. The sizes of the dorsal lens facets in honeybees are extremely sexually dimorphic and contribute to the overall sex-specific size difference of the compound eye^23,24^. The larger male facets show higher light sensitivity and represent an adaptation to spot drones and queens during the male’s mating flight. We found that the dorsal lens facets of the *glu* ^*ex7-8 F*^ males were substantially feminized (*p* < 0.001, Fig. 5f) and nearly showed an entire shift in their size compared to wild type females. These results suggest that the *glu* ^*ex7-8 F*^ coding sequence is sufficient to instruct a feminization of the eye morphology. However, the observed feminization was partial, suggesting that at least another gene is also involved in sexually dimorphic eye differentiation.

### ZnF motif of Glu^F^ is involved in sexual eye differentiation

The key regulators shaping developmental features are often transcription factors (TFs) regulating multiple downstream genes and terminal cellular features. TFs are characterized by DNA binding domains such as CCHH zinc finger domains^28,32,33^. To examine whether the female-specific CCHH ZnF motif of Glu is such a key element of a possible TF, we altered essential positions of this motif^34–36^ and studied its role in sexually dimorphic eye development. It has previously been difficult to ascertain such motif functions in non-genetic models. Here, we employed CRISPR/Cas9-mediated homology-directed repair to replace the nucleotides encoding cysteine and histidine of the core ZnF motif with those encoding alanine (Fig. 6a) with the aim of disrupting a possible ZnF structure in females^37–39^. The homozygous double mutants (*glu* ^*tmC2H2/tmC2H2*^) showed a significantly greater relative eye length (*p* < 0.05), somewhat shorter interocular distance (*p* = 0.06) and the same eye width as the controls (Fig. 6b, c), suggesting a function of this motif in sexually dimorphic development. Moreover, the heterozygous *glu* ^*tmC2H2/ex8stop*^ females (with one allele a loss of function allele) showed a greater partial loss of female characteristics, representing an intermediate phenotype between the homozygous *glu* ^*tmC2H2/tmC2H2*^ and *glu* ^*∆ex2-8/∆ex2-8*^ mutants (Fig. 6b, c). These results demonstrate a role of the CCHH motif in sexually dimorphic eye development, supporting the notion that the *glu* gene encodes a female-specific transcription factor. However, eye width was not affected by the CCHH mutation. Since developmental regulators of the ZnF type usually have more than one ZnF domain^28,36^, we next asked whether female Glu proteins contain other ZnF motifs. We found three other possible ZnF motifs of the non-canonical type located around the CCHH ZnF motif (Supplementary Fig. 5), indicating the possibility of additional DNA binding domains.

**Fig. 6:**
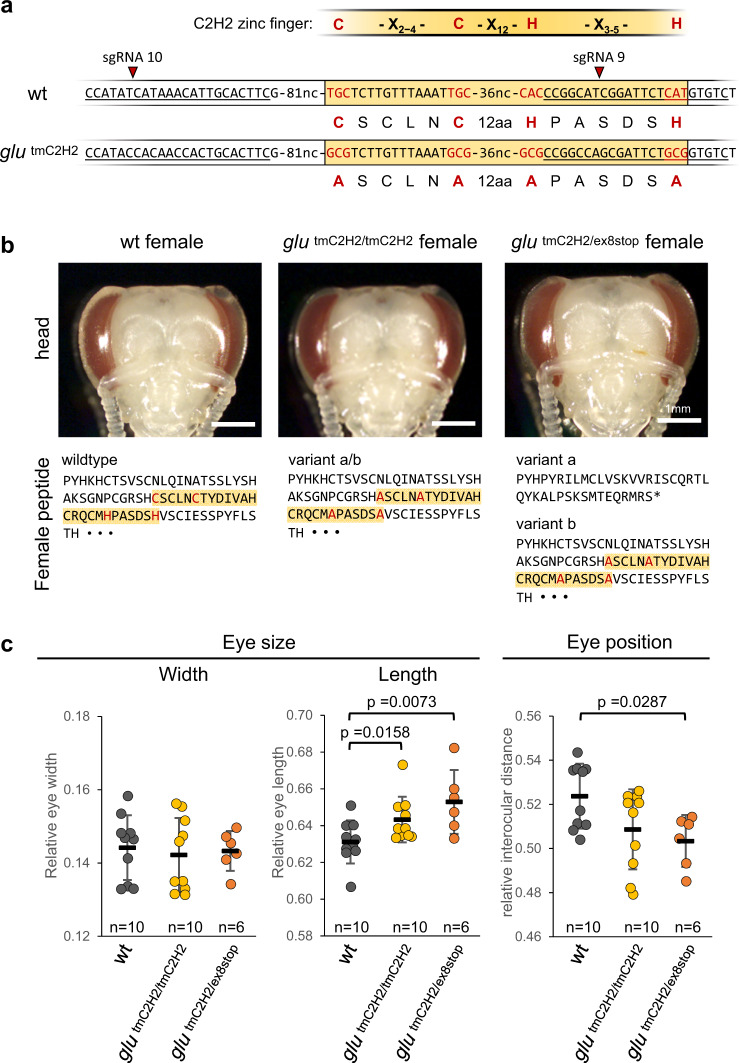
The female-specific sequence encoding the CCHH ZnF motif is required for sexually dimorphic eye differentiation. **a** Scheme of the tmC2H2 mutations that were induced via CRISPR/Cas9-mediated homology-directed repair. The CCHH ZnF core motif C-X_2−4_-C-X_12_-H-X_3−5_-H^34–36^ is shown together with the corresponding nucleotide and amino acid sequences of the wild type (wt) and the tmC2H2 allele. Red letters indicate codons and amino acids of the core CCHH motif. Silent mutations prevent the further binding of sgRNAs to their target sites. Underlined sequence: targets of sgRNA 10 and 9. C: cysteine, H: histidine, A: alanine. **b** Eye morphology of *glu* ^*tmC2H2/tmC2H2*^ (*n* = 10) and *glu* ^*tmC2H2/ex8stop*^ (*n* = 6) mutant females at pupal stage 4. The amino acids around the ZnF coding sequences are shown. The zinc finger module (ZnF) is highlighted in yellow, while the induced amino acid changes of the core motif are shown in red. **c** Relative sizes and positions of the eyes in the mutants (one tailed Mann–Whitney U test). Means and standard deviations are shown.

### Sex-specific splicing and ZnF motif originated stepwise

Since the function of *glu* as a sex-specific developmental regulator of sexually dimorphic differentiation has not been described in other species, we examined whether this function newly evolved. To gain insight into the evolutionary history of this gene, we first examined the sex-specific expression of *glu* homologs in species derived from major insect lineages (Supplementary Fig. 6). In the dipteran insect *D. melanogaster*, the beetle *Tribolium castaneum*, and the hemipteran insect *Cimex lectularius* (bed bug), *glu* homologs were not sex-specifically spliced or transcribed (Fig. 7a). However, in the hymenopteran jewel wasp *Nasonia vitripennis*, the transcripts of the *glu* homolog (*Nv-glu*) were sex-specifically spliced with a female-specific transcript and a transcript common to females and males (Fig. 7a and Supplementary Fig. 6). We next examined whether this sex-specific splicing in the jewel wasp was controlled by the *tra* gene (which is the ortholog of the honeybee *fem* gene). The knockdown of the *tra* gene in *N. vitripennis* females using systemic RNAi resulted in a reduction in the female-specific *Nv-glu* transcript and a large increase in the common transcript relative to *gfp* dsRNA-treated controls (Fig. 7b). This result suggests that the *tra* gene controls (either directly or indirectly) the female-specific splicing of the *glu* ortholog in *N. vitripennis*. We conclude from the maximum parsimony inference of these results that the sex-specific splicing of *glu* by *fem*/*tra* has evolutionary emerged in the hymenopteran insect lineage.

**Fig. 7:**
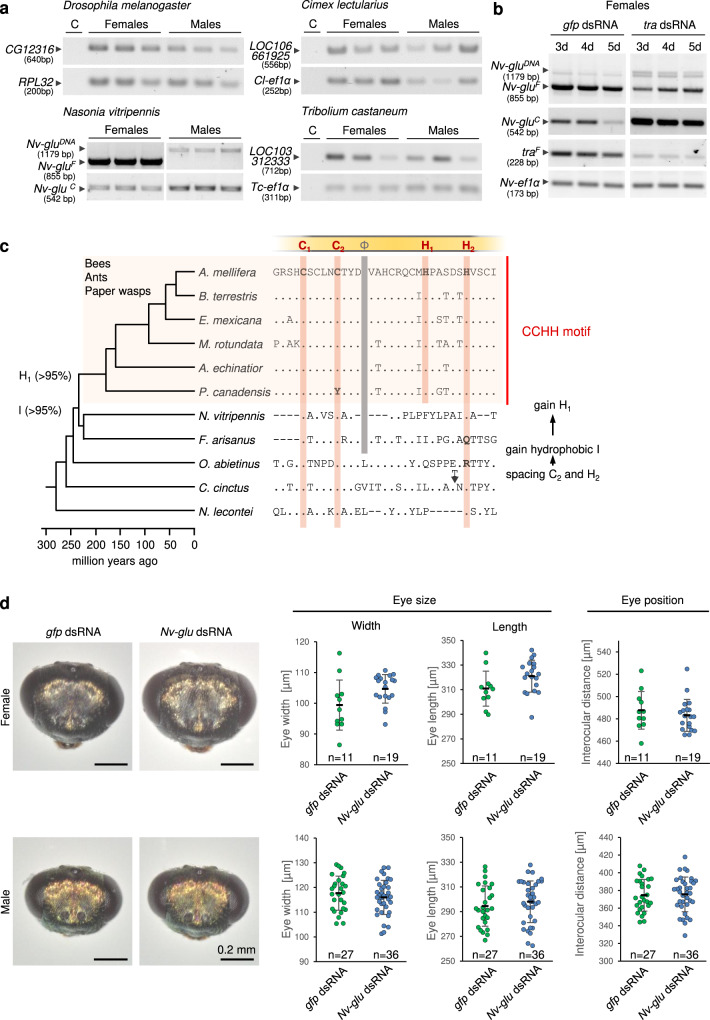
Sex-specific control, ZnF motif and sexually dimorphic function of the *glu* gene evolutionary originated within the hymenopteran insect lineage. **a** Sex-specific splice control evolved in the hymenopteran lineage. Splicing of *glu* orthologs in *D. melanogaster* (CG12316)*, C. lectularius* (*LOC106661925*), *T. castaneum* (*LOC103312333*) and *N. vitripennis* (*Nv-glu*). The sequences homologous to exon 7/8 of the honeybee were studied. Semiquantitative RT-PCR results were adjusted across three biological replicates using *ef1α* (*elongation factor 1α*) transcripts of *C. lectularius* (*Cl-ef1α*) and *T. castaneum* (*Tc-ef1α*) and the *ribosomal protein L38* of *D. melanogaster* (*RPL38*). *Nv-glu*^*F*^ of *N. vitripennis* is female-specifically spliced and encodes a female-specific peptide, while *Nv-glu*^*C*^ is common to both sexes. *Nv-glu*^*DNA*^ is the amplified genomic sequence. **b** The sex-specific splicing of *Nv-glu* in *N. vitripennis* is controlled by the *tra* gene. The knockdown of the *tra* gene was mediated by systemic RNAi. dsRNA: double-stranded RNA. *Gfp*: control dsRNA. The RT-PCR results were semiquantitatively adjusted across three pools collected after 3, 4 and 5 days (d) after treatment using *Nv-ef1α* transcripts. C: negative control for PCR. **c** The female-specific CCHH ZnF motif evolutionarily originated in hymenopteran insects. Amino acid sequence alignment of *glu* homologs and phylogenetic relationships of the corresponding species. Representative examples from major evolutionary lineages and 49 hymenopteran sequences are shown in Supplementary Fig. 7. The phylogenetic relationships and evolutionary divergence times follow Peters et al.^70^. Red small boxes: amino acids of the core motif; gray boxes: hydrophobic core residue; % values next to the nodes: inferred likelihood of changes according to the parsimony method. **d** The *glu* homolog of *N. vitripennis* is not involved in sex-specific eye differentiation. Sex-specific eye differentiation of *N. vitripennis* males and females in response to *Nv-glu* gene knockdown via systemic RNAi. Absolute rather than relative eye parameters are presented since the larval injections and dsRNA treatment alone affected the general size of the adult head (Supplementary Fig. 9). For comparison the absolute and significant values of honeybees are provided (Supplementary Fig. 10). Means and standard deviations are shown.

Our mutational studies revealed that the female-specific CCHH ZnF motif is a key element of the sexually dimorphic differentiation of the compound eye in honeybees. To determine whether the CCHH ZnF motif de novo originated by amino acid replacements (it is, for example, absent in *D. melanogaster*), we inferred the likelihood of different ancestral states of the amino acids using the maximum parsimony method from a set of *glu* homolog sequences from 49 hymenopteran species. The identified ancestral states suggest that the CCHH ZnF motif originated within the Aculeata lineage after splitting from the parasitoid wasp lineage, which includes the jewel wasp *N. vitripennis* (Fig. 7c and Supplementary Fig. 7). We found that the CCHH ZnF motif evolved via a series of changes that could be reconstructed from the ancestral states and the phylogeny of the 49 sequences (Fig. 7c and Supplementary Fig. 7). The sequence of the evolutionary changes was as follows: (i) gain of the required spacing between the 2^nd^ cysteine and 2^nd^ histidine via insertions/deletions; (ii) gain of the hydrophobic amino acid isoleucine (I), a core residue of the canonical motif, by point mutation^28,36^; and (iii) gain of the amino acid histidine (H), which completed the CCHH ZnF motif. These results suggest that the CCHH ZnF motif evolved de novo via a series of mutations in the coding sequence.

The *glu* homolog in *D. melanogaster* (CG12316) is not sex-specifically spliced and has no annotated phenotype^40–42^, raising the question of whether the function of *glu* as a sex-specific developmental regulator newly evolved. To obtain evidence regarding the evolutionary origin of this function, we examined the role of *Nv-glu* in *N. vitripennis* using systemic RNAi (Supplementary Fig. 8). This study in *N. vitripennis* was informative in that respect, since *Nv*-*glu* may represent a possible intermediate evolutionary state of the past, in which sex-specific splicing was gained while a CCHH ZnF motif was still absent. Additionally, the interocular distance of males and females was previously shown to be sexually dimorph in *N.vitripennis*^18^. The width, length and intraocular distances of the compound eyes did not differ between *Nv-glu* knockdown and control individuals, in both females and males (Fig. 7d). These results from systemic RNAi experiments suggest that the *Nv-glu* gene does not control sexually dimorphic eye differentiation in the jewel wasp. Collectively, these comparative results led us to the conclusion that the role of *glu* as a regulator of sexually dimorphic eye development recently evolved within hymenopteran insects and this in the lineage leading to honeybees.

## Discussion

### The glu gene operates as a genetic switch

A central interest of developmental biologists is to understand how sex determination signals are integrated with the general developmental program. This is a particularly intriguing issue, as the differences between the sexes can be manifold, and the sexual dimorphisms are astonishingly diverse among organisms suggesting rapid divergence. We have now characterized with the *glu* gene another regulator of sexual development and elucidated its molecular mechanism of control, providing further understanding of how sexually dimorphic structures are formed.

We showed that sexually dimorphic eye differentiation in honeybees is partially regulated by the *glu* gene, a sex-specific developmental regulator that has not previously been reported. The *glu* gene acts as a sex-specific genetic switch (Fig. 8a). Sex-specific activity is provided by the female- and male-specific transcript splicing, which is controlled by the *fem* gene an ortholog of the *tra* gene^25,26^. The Fem proteins, which are limited to females, direct the use of an alternative splice acceptor site in exon 8. These female-specific transcripts encode Glu^F^ proteins (1466 to 1572 amino acids) with ZnF domains. In the absence of Fem proteins in males, another splice acceptor site in exon 8 is employed, producing an early stop codon in *glu* transcripts. The predicted male protein with no ZnF domain is 226-332 amino acids long. However, the lack of *glu* transcripts in male pupae and adults suggests that the male spliced transcript has no function. Possibly, this lack of transcript is due to the early stop codon, which may induce nonsense-mediated decay of the transcript^31^. According to our functional studies, the most obvious regulation of this genetic switch is that the expression of the female-specific ZnF domain-containing protein (Glu^F^) provides activity exclusively in females. The male transcripts produce either a non-functional protein or no protein.

**Fig. 8:**
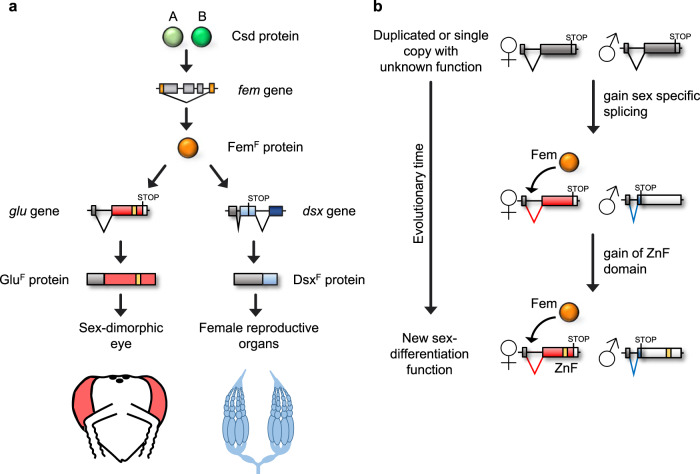
Developmental and evolutionary mechanisms underlying sexually dimorphic differentiation. **a** The region-specific roles of the *glu* and *dsx* genes in sexually dimorphic differentiation of female honeybees. **b** The sequence of the evolutionary steps giving rise to a genetic switch for sexually dimorphic differentiation. Boxes denote the exons. Female-specific parts of the ORF are shown in red, male-specific parts are displayed in blue, and common parts are shown in dark gray. The zinc finger motif (ZnF) is indicated in yellow.

The Glu^F^ protein is likely a transcription factor of the ZnF domain type, which regulates a feminization of eye morphology (Fig. 8a). Male-specific differentiation results from the regulatory default state of this genetic switch. Our studies showed an intersexual phenotype with different degrees, suggesting that *glu*^*F*^ is only partly responsible for regulating the overall sexual eye structure and is mainly responsible for the sexually dimorphic lens facet size. This suggests that other sex-specific regulated genes must be involved in shaping sexually dimorphic eye differentiation. This could be other sexually regulated developmental genes and/or genes with general function such as cellular proliferation, which can affect eye size and shape. Sex-specific proliferation of stem cells has been demonstrated in *Drosophila*, which is responsible for a larger size of the female midgut organ^43^.

### The glu gene selectively regulates sexual eye morphology in a region-specific manner

Previous studies have shown that DM domain genes are central, conserved regulators of sex-specific development. DM domain gene homologs in different animal phyla instruct external sexual morphology, such as the tail morphology of *C. elegans*^6,7^, the male-specific antenna and copulatory thoracic hook of the crustacean *D. magna*^8^, the sex combs of *D. melanogaster*^9,10^ and the exaggerated horn structures of some beetles^11–13^. The DM domain genes thereby act as a sex-specific genetic switch that produces distinct activities in males versus females. In insects, sex-specific activities are established via splicing. Splicing mediated by *fem*/*tra* homologous genes leads to the expression sex-specific Dsx proteins with a shared DM domain but different C-termini in many insects^3,44,45^.

Two central questions have been (i) how DM domain genes can instruct sex-specific structures in different body parts and (ii) how widely conserved DM genes can instruct the formation of newly evolved sexually dimorphic structures that were previously absent in an animal lineage. Two mechanisms have been suggested, which resulted mainly from work focusing on the *dsx* gene in insects and the genus *Drosophila*^2,10,12,46–50^. A mechanism that explains the sexually dimorphic structures in different body parts suggests that local expression of the *dsx* gene provides the region-specific sexual instruction. For example, the male-specific sex combs are confined to the foreleg of *Drosophila* and are induced by local *dsx* expression in that tissue^9,10^. A mechanism explaining the evolutionary origin of a new sexual dimorphism suggests that evolutionary gains and modifications of the *cis*-regulatory elements of *dsx* target genes establish altered gene regulations for new characteristics^46,51^. For example, the extension of abdominal body pigmentation in *D.melanogaster* males can evolve from evolutionary gains and modifications of these *cis*-regulatory elements^46,51^.

The results of our study on *glu* now suggest other mechanisms underlying local formation and evolutionary origin of a sex-specific dimorphism. We showed that *glu* in honeybees is a newly evolved sex-specific developmental regulator that is expressed in a tissue-specific manner and selectively regulates eye feminization (Fig. 8). In honeybees, *dsx* regulates sexual reproductive organ development^21^ and not the sexual differentiation of the head or eye (Supplementary Fig. 1). These results suggest a mechanism, in which sexual dimorphism in distinct body parts is regulated by different sex-specific developmental regulators (*glu* and *dsx*). They operate in parallel, but in different regions of the body via tissue-specific expression (Fig. 8a). Furthermore, the evolution of *glu’s* function also provided insight into evolutionary mechanisms underlying a possible origin of a sexually dimorphic structure. We showed that the evolutionary origin of sex-specific expression (via gain of sex-specific splicing) plus the gain of molecular function (via the origin of a ZnF motif) led to a new sex-specific developmental regulator for sexual dimorphism.

### Sex-specific expression evolved before the function of glu in sexual development

The origin of sexually dimorphic traits remains a central issue in evolutionary biology. The question remains, how such new sex-specific regulation for dimorphic structures might originate. Comparative functional and sequence studies of the *glu* gene suggest that this function originated in a sequence and two steps (Fig. 8b). In the first step, *glu* was recruited to the sex determination pathway, which established the sex-specific genetic switch and expression. We demonstrated this gain of sex-specific control via the origination of the *fem*-dependent splice control over *glu* transcripts, which possibly occurred after the splitting of the hymenopteran lineage from other major insect lineages. In the second and following step, the *glu* gene gained its sex-specific eye differentiation function within the hymenopteran insects and this in the lineage leading to the honeybee (Fig. 8b). It was previously shown that *dsx* is responsible for male head patterning and eye size in the genus *Nasonia*^18^, while we showed that *glu* has no influence on eye size in *N.vitripennis*. Furthermore, we demonstrated by examining the evolution and the function of the ZnF motif that the role of this domain for sex-specific eye differentiation newly evolved after the gain of sex-specific expression.

The sequence of these changes provides insight into how novel sexually dimorphic structures can originate during evolution. We observed a sequence of evolutionary changes—gain of sex-specific expression followed by an origin of sex-specific developmental function—, which has long been predicted by theory, but has to our knowledge not been demonstrated^52–54^. We found that the evolutionary gain of *glu* sex-specific expression was the initial step that limited some mutations to the coding sequence of the female protein. We further demonstrated that these mutations in the female coding sequence were involved in the formation a new ZnF motif that has female-limited developmental function. Thus, our findings demonstrate that the gain of sex-specific expression is a molecular path through which new developmental regulators for sexual dimorphism can evolutionarily originate.

## Methods

### Animal sources

The honeybees used in this study were derived from feral *Apis mellifera carnica* colonies. Female embryos (which are diploid) were collected from eggs laid by naturally mated queens. Haploid male eggs were collected from non-mated queens treated with CO_2_, which induces the laying of unfertilized eggs. Embryos were collected using a Jenter egg collection box (Jenter Queen Rearing Kit, Karl Jenter GmbH, Frickenhausen, Germany) and were either injected or left in the incubator at 34 °C until the targeted stage^55^. Wild type pupae and adults were collected from bee colonies. Wild type *Cimex lectularius* adult males and females were purchased from Insect Services GmbH (Berlin, Germany). *Drosophila melanogaster* adults from the isogenic strain ^w1118^ were a gift from Hermann Aberle (Heinrich-Heine University Düsseldorf, Germany). Adult *Tribolium castaneum* males and females were a gift from Gregor Bucher (University of Göttingen, Germany). The laboratory AsymCx strain of *Nasonia vitripennis* was cured of *Wolbachia* infection and continuously reared on *Calliphora* sp. hosts at 25 °C. Male and female wasps were separated based on the sex-specific forewing size before eclosion. Male-only offspring were generated by offering hosts to virgin females. To produce female offspring, a virgin female was paired with a single male and allowed to mate for one day. Two hosts per day were provided to individual females to initiate oviposition.

### DNA and RNA preparation and RT-PCR

Genomic DNA was isolated from honeybee L1 larva, queen leg or pupal hindleg tissue with the innuPREP DNA Mini kit (Analytik Jena, Jena, Germany). RNA from dissected honeybee tissue and *D. melanogaster, T. castaneum* or *C. lectularius* adults (three pooled individuals of each sex) was isolated using the TRIzol method (Thermo Fisher Scientific, Braunschweig, Germany). RNA from larval stage 1, embryos or from pools of embryos was isolated using the innuPREP DNA/RNA Mini kit (Analytik Jena, Jena, Germany). cDNA was synthesized using the RevertAid First Strand cDNA Synthesis Kit and oligo dT or random hexamer primers (Thermo Fisher Scientific, Braunschweig, Germany). Subsequently, the second strand was synthesized by using DNA Polymerase I^21^. The purification of cDNA was performed using the EZNA Cycle Pure kit (Omega Bio-Tek. Inc., Norcross, USA). RNA from *N. vitripennis* was extracted using ZR Tissue & Insect RNA MicroPrep™ (Zymo Research, Freiburg, Germany) with on-column DNase I treatment (Thermo Fisher Scientific, Braunschweig, Germany). In this case, cDNA was synthesized using the SensiFAST™ cDNA Synthesis Kit (Bioline, London, England).

Phusion™ High-Fidelity DNA Polymerase (Thermo Fisher Scientific, Braunschweig, Germany) was used for RT-PCR if the amplicons were to be subsequently sequenced. Otherwise, GoTaq® G2 Flexi DNA Polymerase (Promega, Walldorf, Germany) was used. PCR was performed with a standard temperature profile^56^. For the semiquantitative RT-PCR, the amount of template and the number of cycles were adjusted according to reference gene *elongation factor 1-alpha* (*Nv-ef1α, N. vitripennis; Cl-ef1α, C. lectularius; ef1α, A. mellifera*) and *ribosomal protein L32* (*RPL32; D. melanogaster*) to exclude saturation and allow adjustment across samples. The employed oligonucleotides (Eurofins Genomics, Ebersberg, Germany) with their sequences are listed in the Supplementary Data 1. Uncropped and unprocessed scans of agarose gels are provided in the source data file.

### Sequence analyses

The exon structure of *glu* (*LOC552468*) in *A. mellifera* was determined using RNAseq data^27^ and the amplicon sequences obtained via RT-PCR using RNA derived from 25 to 40 h old male and female honeybee embryos and brain tissues of female pupae. Domain searches were conducted with PROSITE (https://prosite.expasy.org/)^57^, InterPro (https://www.ebi.ac.uk/interpro/)^58^, and the Pfam database (https://pfam.xfam.org)^59^. Homologous proteins were identified by BLASTP searches of the NCBI database with significant similarity (https://blast.ncbi.nlm.nih.gov/Blast.cgi). The identified genes were *LOC100678462* (*Nv-glu*; *N. vitripennis*)*, LOC106661925* (*C. lectularius*), *LOC103312333* (*T. castaneum*) and *CG12316* (*D. melanogaster*). Homologous positions and possible boundaries of coding exons were deduced by employing the protein sequences. Ancestral states were inferred using the maximum parsimony method^60^. Evolutionary sequence analyses were conducted using MEGA6^61^. The sequences presented in Fig. 7c are as follows: *A. mellifera* XP_026299695.1; *Bombus terrestris* XP_012165493.2; *Eufriesea mexicana* OAD55885.1; *Megachile rotunda* XP_012146010.1; *Acromyrmex echinatior* XP_011060010.1; *Polistes canadensis* XP_014601325.1; *N. vitripennis* XP_003425013.1; *Fopius arisanus* XP_011314024.1; *Orussus abientinus* XP_012279333.1; *Cephus cinctus* XP_015598325.1; *Neodiprion lecontei* XP_015517082.1.

### CRISPR/Cas9-mediated mutagenesis in the honeybee

Target sites for sgRNAs were identified with Benchling software (https://benchling.com/). The target sites were 20 nt long, started with a 5’ guanidine and showed at least three mismatches to alternative targets in the genome, the possible off targets. PCR generated DNA fragments containing a T7 RNA polymerase transcription start site, the target sequence and the Cas9 protein binding sequence. sgRNAs (sequences listed in Supplementary Data 1) were synthesized using the DNA fragment as a template and a RiboMax Kit (Promega, Walldorf, Germany). The sgRNAs were purified using a MEGAclear Kit (Thermo Fisher Scientific, Braunschweig, Germany) and mixed at a molar ratio of 2:1 with 500 ng/µl Cas9 protein (New England Biolabs, Frankfurt am Main, Germany). For targeted mutation, 15–20 pg dsDNA per 400 pl injection mixture was added. dsDNAs were produced according to the provided sequence (Eurofins Genomics, Ebersberg, Germany) with 250 bp flanking homologous sequences. The sequences were amplified by PCRs and purified using the EZNA Cycle Pure kit (Omega Bio-Tek Inc., Norcross, GA) prior to injection. Honeybee embryos (0–1.5 h old) were injected with 400 pl sgRNA/Cas9 mixture and were kept in the incubator until the larvae hatched^55,62^. The rearing of larvae was performed on 170 mg of a worker diet (w/v in sterile water: 50% royal jelly, 15% glucose, 15% lactose, 1% yeast extract)^63^ at 34 °C under 94% humidity until larval stage 5. The larvae were transferred to Petri dishes equipped with filter paper and maintained until pupal stage 4 at 34 °C under 75% humidity^64^. For the analysis of *glu* ^*ex7-8 F*^ males, injected female larvae were raised to queens, and male egg laying was induced by the CO_2_ treatment of virgin queens^55^. Male offspring were collected after eclosing and kept in small hives in an incubator with young worker bees. Phenotyping was performed on adult males 1–16 days after eclosing. The injected individuals were screened for the desired mutations. The target site of the mutations was amplified (DNA for *glu* and cDNA for the *fem* gene; Supplementary Data 1)^21^. In the first step, individuals were prescreened using length differences in the amplicons. Individuals with *glu* ^*∆ex2-8/∆ex2-8*^ deletions and *glu* ^*ex7-8 F*^ mutations were identified by resolving amplicons by gel electrophoresis. For other mutations, fragment length analyses were performed by capillary gel electrophoresis using hexachlorofluorescein-labeled primers for PCR^21^. Mutations in *glu* ^*ex7-8 F*^ were further verified by nucleotide sequencing. We identified *glu* ^*tmC2H2*^ mutations by the restriction digestion of amplicons with the enzyme *PdiI* (Thermo Fisher Scientific, Braunschweig, Germany) and gel electrophoreses. The detected length variants were further validated based on the nucleotide sequences obtained via the DNAseq of amplicons. Index PCR were run using the Nextera XT Index Kit (Illumina, San Diego, USA), and amplicons were purified with Agencourt AMPure XP beads (Beckman Coulter, Brea, USA). Library preparation and sequencing (2 × 250 bp reads) using the MiSeq Reagent Kit v2 (500 cycles; Illumina, San Diego, USA) were performed by the Center for Biological and Medical Research (BMFZ, Heinrich-Heine University, Germany) following Illumina protocols. A minimum of 78,000 reads per sample were generated on an Illumina MiSeq system (Illumina, San Siego, USA). Raw sequences were processed and analyzed using the Galaxy online toolset (http://usegalaxy.com)^65^. Low-abundance sequences that were unrelated (<5% of reads) were excluded^21^.

### Knockdown of *tra*^*F*^ and *Nv-glu* in the jewel wasp

A MEGAscript RNAi Kit (Thermo Fisher Scientific, Braunschweig, Germany) was used to produce dsRNAs (*tra*^*F*^*, Nv-glu, gfp*: green fluorescent protein-derived sequence). *Nv-glu* dsRNA targeted the common part of the transcript, which is present in both sexes. The *gfp* sequence was amplified from the vector pOPINEneo-3C-GFP, which was a gift from Ray Owens (Addgene plasmid # 53534; http://n2t.net/addgene:53534; RRID: Addgene_53534). dsRNA *Nv-tra*^*F*^ was injected into 4th-instar female larvae, while dsRNA *Nv-glu* was injected into 2nd-instar male and female larvae, both at a concentration of 4000 ng/μl. Food dye was added to the dsRNA solution (1:9 v/v) to guide injection. Injection into *N. vitripennis* larvae^66^ was carried out using the FemtoJet® 4i injector (Eppendorf, Hamburg, Germany). Injected 2nd-instar larvae were transferred to their foster hosts (6-8 larvae per host), which were placed on 1X PBS plates^66^. dsRNA *Nv-tra*^*F*^-treated samples were collected 3, 4, and 5 days after injection and pooled (*n* = 4 to 5). dsRNA *Nv-glu* samples were collected at the adult stage for phenotyping.

qRT-PCR was performed with 3 to 7 replicates on an CFX96^TM^ Real-Time System (Bio–Rad, Hercules, USA) following the procedure of the SensiFAST^TM^ SYBR® No-ROX Kit (Bioline, London, England). *Nv-glu* qPCR primers were designed outside the dsRNA target region. Values were analyzed using CFX Manager 3.1 software (Bio–Rad, Hercules, USA).

Relative expression levels were calculated using LinRegPCR software (LinRegPCR, 2017.1.0.0, HFRC, Amsterdam, Netherlands)^67^. *Nv-glu* knockdown was performed in two separate experiments (Supplementary Fig. 8).

### Phenotyping

Heads were dissected from honeybee pupae and photographed using an S8 APO binocular microscope (Leica, Wetzlar, Germany) with a UI-1240LE-C-HQ camera (IDS, Obersulm, Germany) and uEye Cockpit (part of IDS suite v4.92, IDS, Obersulm, Germany) software. Images for dorsal lens facet diameter measurements were taken with a Canon Eos 6d Mark II camera and Canon MP-E65 mm 1:2,8 1–5× Marco objective (Tokyo, Japan). Images of *N. vitripennis* adult heads were obtained using a Dino-Lite Edge 5MP Digital Microscope and DinoCapture 2.0 software (Dino-Lite, Almere, The Netherlands). Head parameters (head width, head length, eye width, eye length and interocular distance) were measured as schematically presented (Supplementary Fig. 11). In *glu* ^*ex7-8 F*^ males and controls, lens facet diameter was measured in the frontal-dorsal region of the eye, where facets in males should be largest^24^. The mean of 15 randomly measured lens facet diameters per individual was used for analysis. Length measures were performed using ImageJ (National Institute of Mental Health, USA).

### Statistics and reproducibility

Data statistical analyses were performed using SigmaPlot 14.0 (Systat, San Jose, United States of America). The phenotype data comparison was analyzed via two-tailed (or one-tailed in Fig. 6c) Mann–Whitney U tests. For expression level comparisons in *N. vitripennis* Student’s t-tests were applied. The plots of the data show the means and standard deviations (Figs. 5c, f, 6c, 7d and Supplementary Figs. 1, 9, 10) or standard errors (Supplementary Fig. 8). No data were excluded except for knockdown phenotype data of *N*. *vitripennis*, in which the injection procedure alone produced extreme outliers and variations for the size phenotypes of the head (Supplementary Fig. 9). We used 1.5 times the standard deviation as criterion to remove such outliers^68^ from head width or length data from both the control and treated group following the procedure (Fig. 7d and Supplementary Fig. 9). Sample-size calculations were not performed. Instead, sample size was chosen based on similar previously published studies of honeybee development. The phenotype of each single insect derived from independent mutational or knock down events. These data points represent independent biological replicates. The investigators were blinded; they had no knowledge whether the insect belongs to the treatment/mutation or control group during phenotyping.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The authors affirm that all data necessary for confirming the conclusions of the article are presented within the article, in the figures, supplementary information and data or in the source data file. Previously published RNA-seq data analyzed here is available in NIH GEO under accession number GSE159387. Sex specific cds sequences of the glu gene were deposited in the data base NCBI under the accession codes OQ116780 and OQ116781 (https://www.ncbi.nlm.nih.gov/gene). The databases PROSITE (https://prosite.expasy.org/)^57^, InterPro (https://www.ebi.ac.uk/interpro/)^58^, Pfam (https://pfam.xfam.org)^59^ and BLASTP tool of the NCBI database (https://blast.ncbi.nlm.nih.gov/Blast.cgi) used in this study are accessible online. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: The function and evolution of a genetic switch controlling sexually dimorphic eye differentiation in honeybees
**Source:** Nat Commun. 2023 Jan 28;14:463. doi: 10.1038/s41467-023-36153-4
**Supplement:** Supplementary file 1 — Supplementary Information

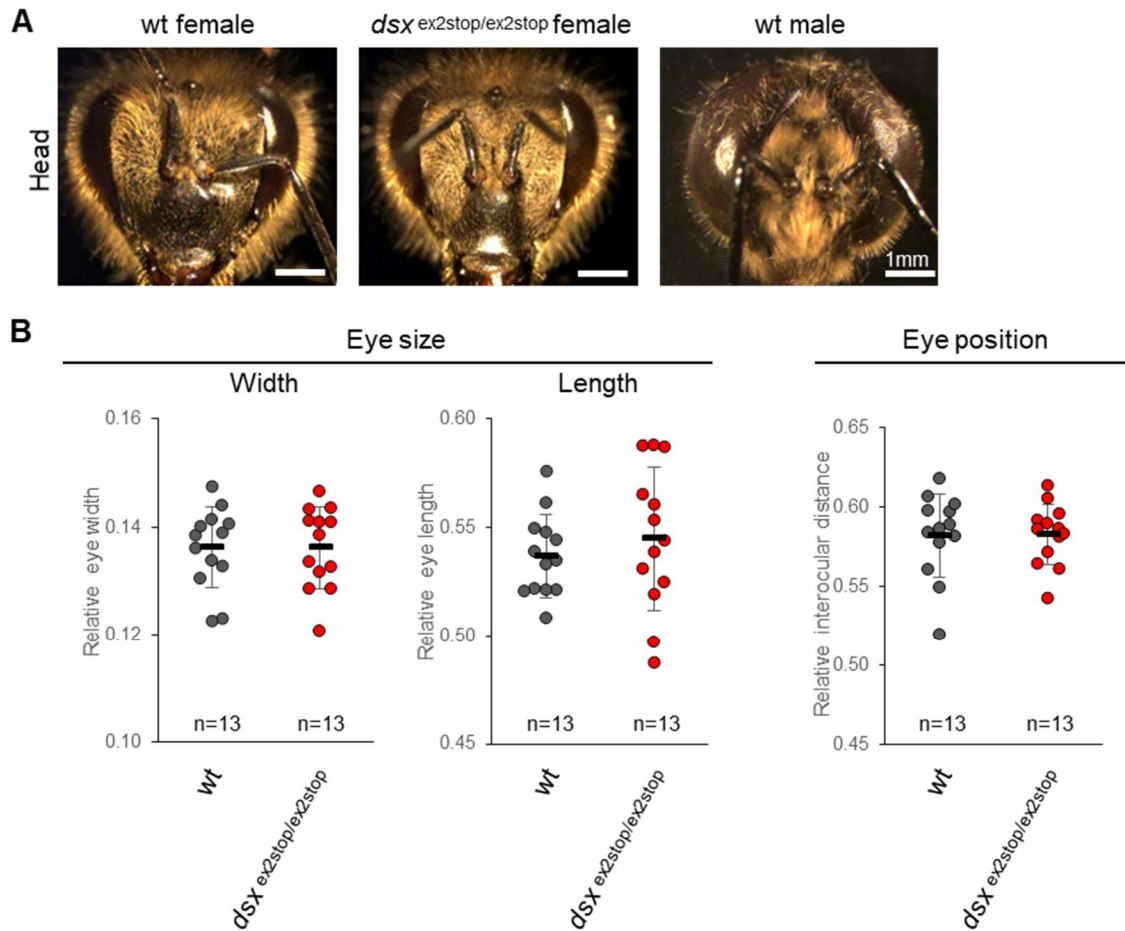

Supplementary Figure 1: Head morphology in genetic *dsx*^{ex2stop/ex2stop} females. (A) The adult heads with the compound eyes of wild type (wt) females, *dsx*^{ex2stop/ex2stop} females and wild type males are shown. *dsx*^{ex2stop/ex2stop} biallelic mutations in exon 2 of the *dsx* gene were produced as described (Roth et al., 2019). (B) Relative eye width (eye width relative to head width), eye length (eye length relative to head length) and eye position (interocular distance relative to head width) of *dsx*^{ex2stop/ex2stop} mutant and wild type females. Values do not significantly differ (two-tailed Mann-Whitney U test). Means and standard deviations are shown.

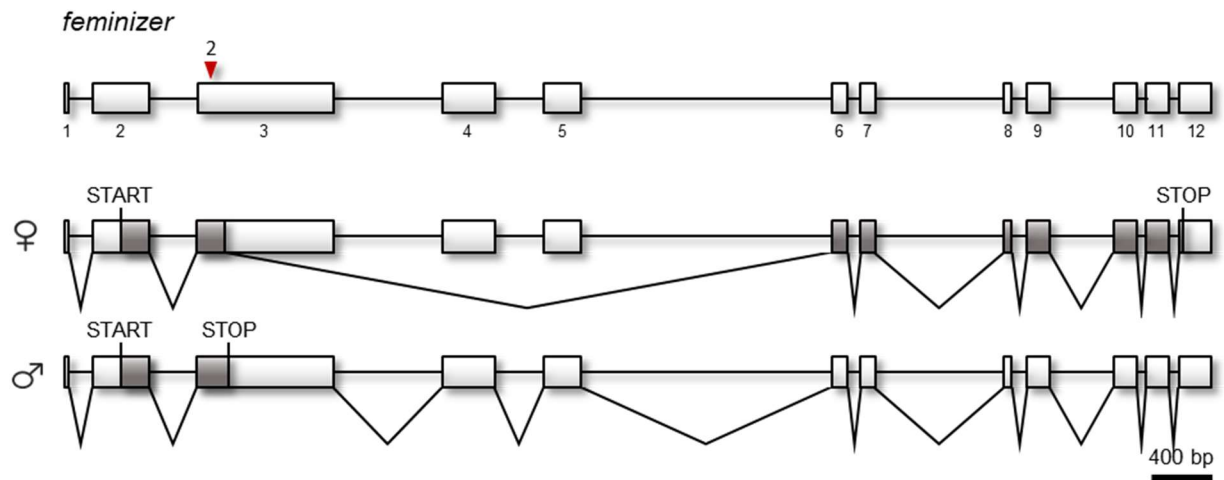

Supplementary Figure 2: Genomic organization of the *fem* gene with its female- and male-specific splice forms. Boxes indicate the exons and gray fill indicates the open reading frame (ORF). The red arrow indicates the position of the target site for sgRNA 2.

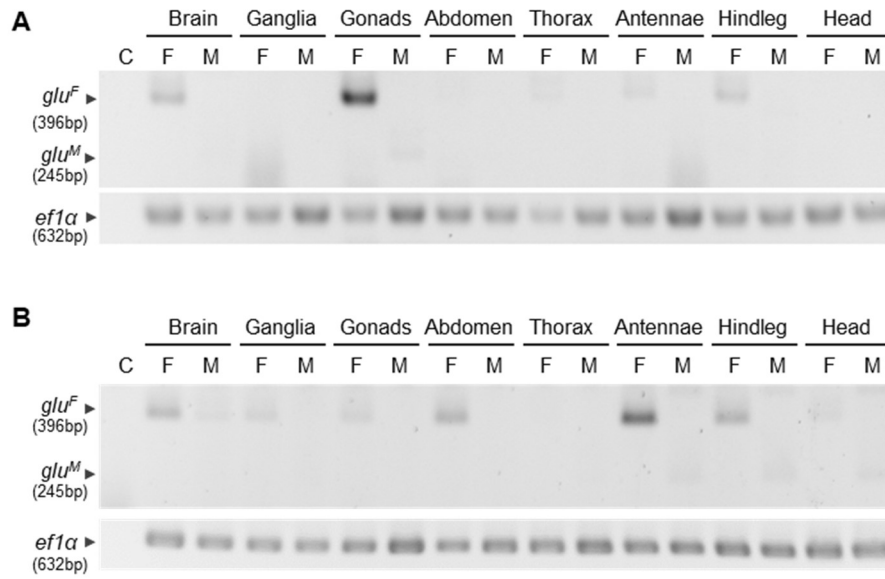

Supplementary Figure 3: The male splice variant is very low abundant or absent and not consistently detected in male pupae (A) and adults (B). Female- and male-specific fragments are amplified using a single primer combination (Supplementary data). The amplicons from one of three analyzed biological replicates are shown.

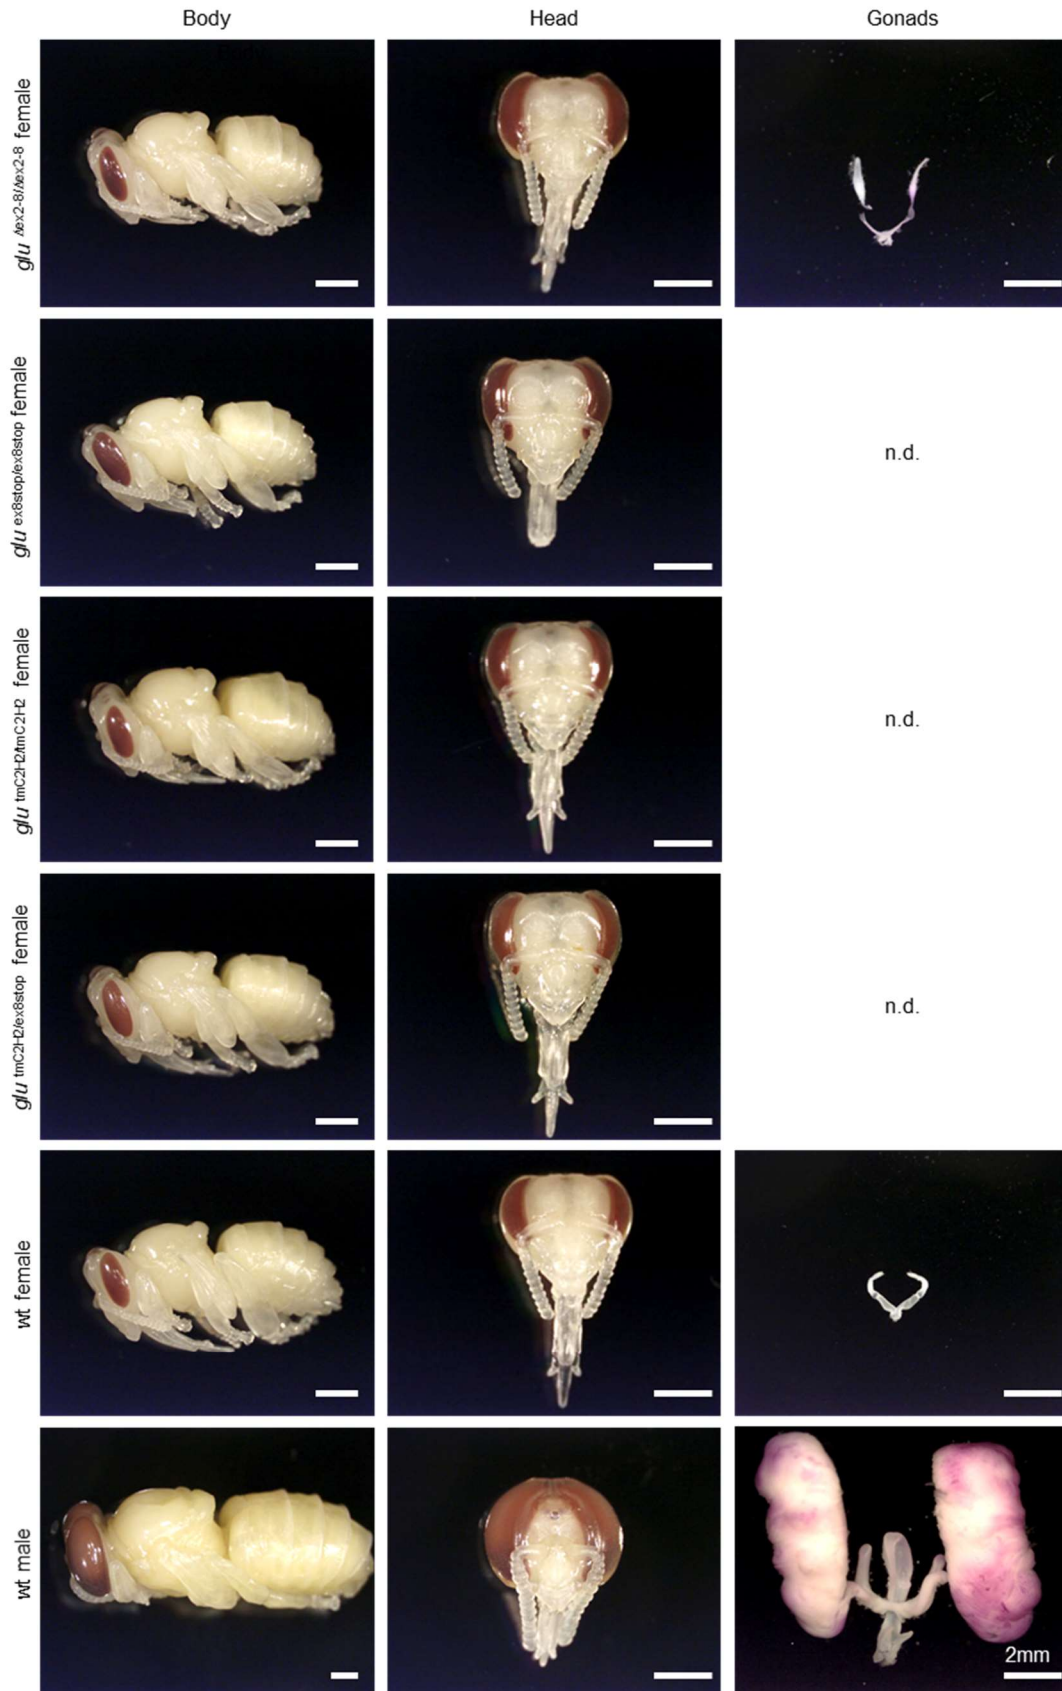

Supplementary Figure 4: The outer morphology of the genetic *glu* ^{Δ ex2-8/ Δ ex2-8}, *glu*^{ex8stop/ex8stop}, *glu*^{tmC2H2/tmC2H2}, *glu*^{tmC2H2/ex8stop} females (full view). Female *glu* mutants showed no alterations in the macroscopic morphology of the gonads and the body compared to wild type (wt) females, except for the eyes. The eye phenotype is presented in detail in Figure 3.

...HMASNCAIPGFSGIHSHPREVDSQHPLHIPATHPTTLPATYGNCADNTELCVPYHKHCTSVSCNLOINATSSLYS
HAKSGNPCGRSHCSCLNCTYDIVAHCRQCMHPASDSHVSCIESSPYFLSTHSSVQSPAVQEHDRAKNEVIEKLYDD
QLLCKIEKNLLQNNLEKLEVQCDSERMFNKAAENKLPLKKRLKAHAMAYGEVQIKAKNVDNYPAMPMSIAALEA
LDNTRKGSQIVKSEYEVSVGKKEESHNDYHCSSNLIRRNYYKDMHVANSHONLAKENTRKIECOFRSTNNOTDNT
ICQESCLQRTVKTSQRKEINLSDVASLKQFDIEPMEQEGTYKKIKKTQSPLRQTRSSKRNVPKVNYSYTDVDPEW
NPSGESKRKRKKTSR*

Supplementary Figure 5: Non-canonical ZnF motifs of the female-specific peptide. Possible domains of the non-canonical zinc finger type are underlined. Red letters: amino acids relevant to zinc ion complexation, H and C. Yellow box: the position of the canonical CCHH zinc finger module.

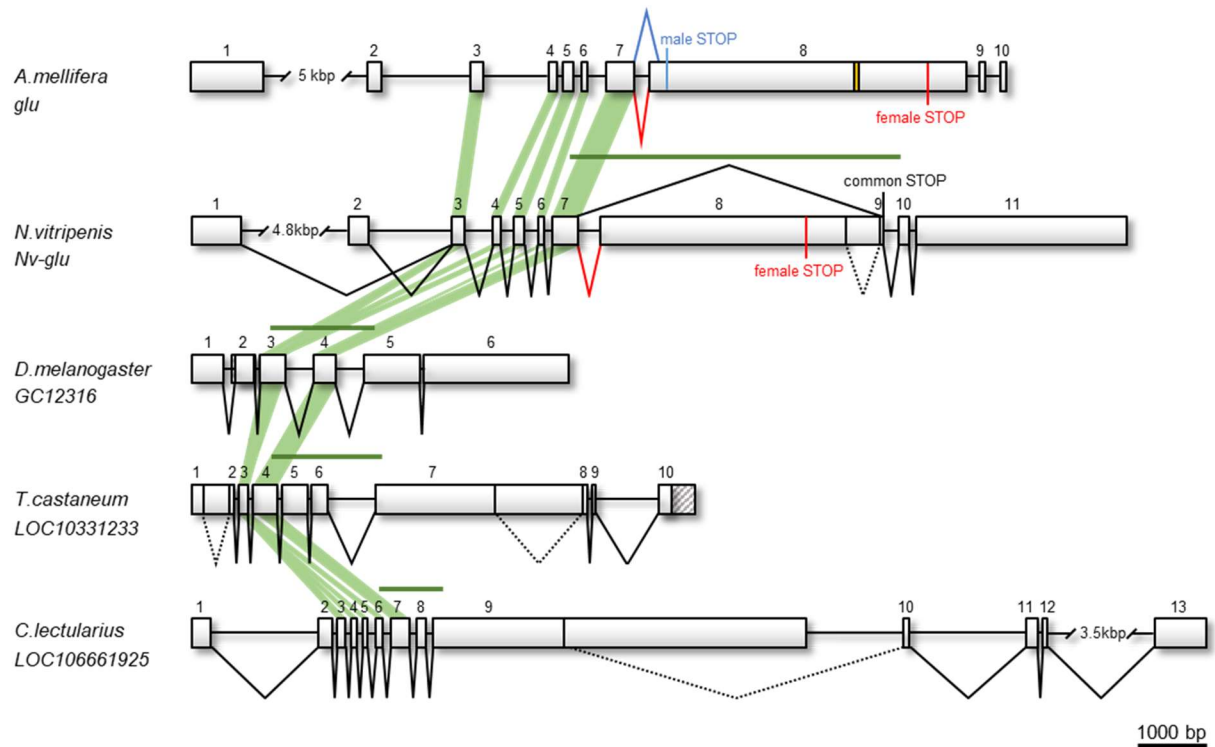

Supplementary Figure 6: Exon structure of *glu* homologs in different insect species. Exon structures of *Nv-glu*, *GC12316*, *LOC10331233* and *LOC106661925* are depicted according to the gene model at the NCBI database and the sequence information deposited therein. Sex-specific splice junctions are marked in red (female) and blue (male). Not sex-specific, alternative splice junctions are shown as dotted lines. The splice junctions tested for sex-specific splicing are marked with a green line above the exons. The homologous parts of the sequences are marked with interconnected green shadings.

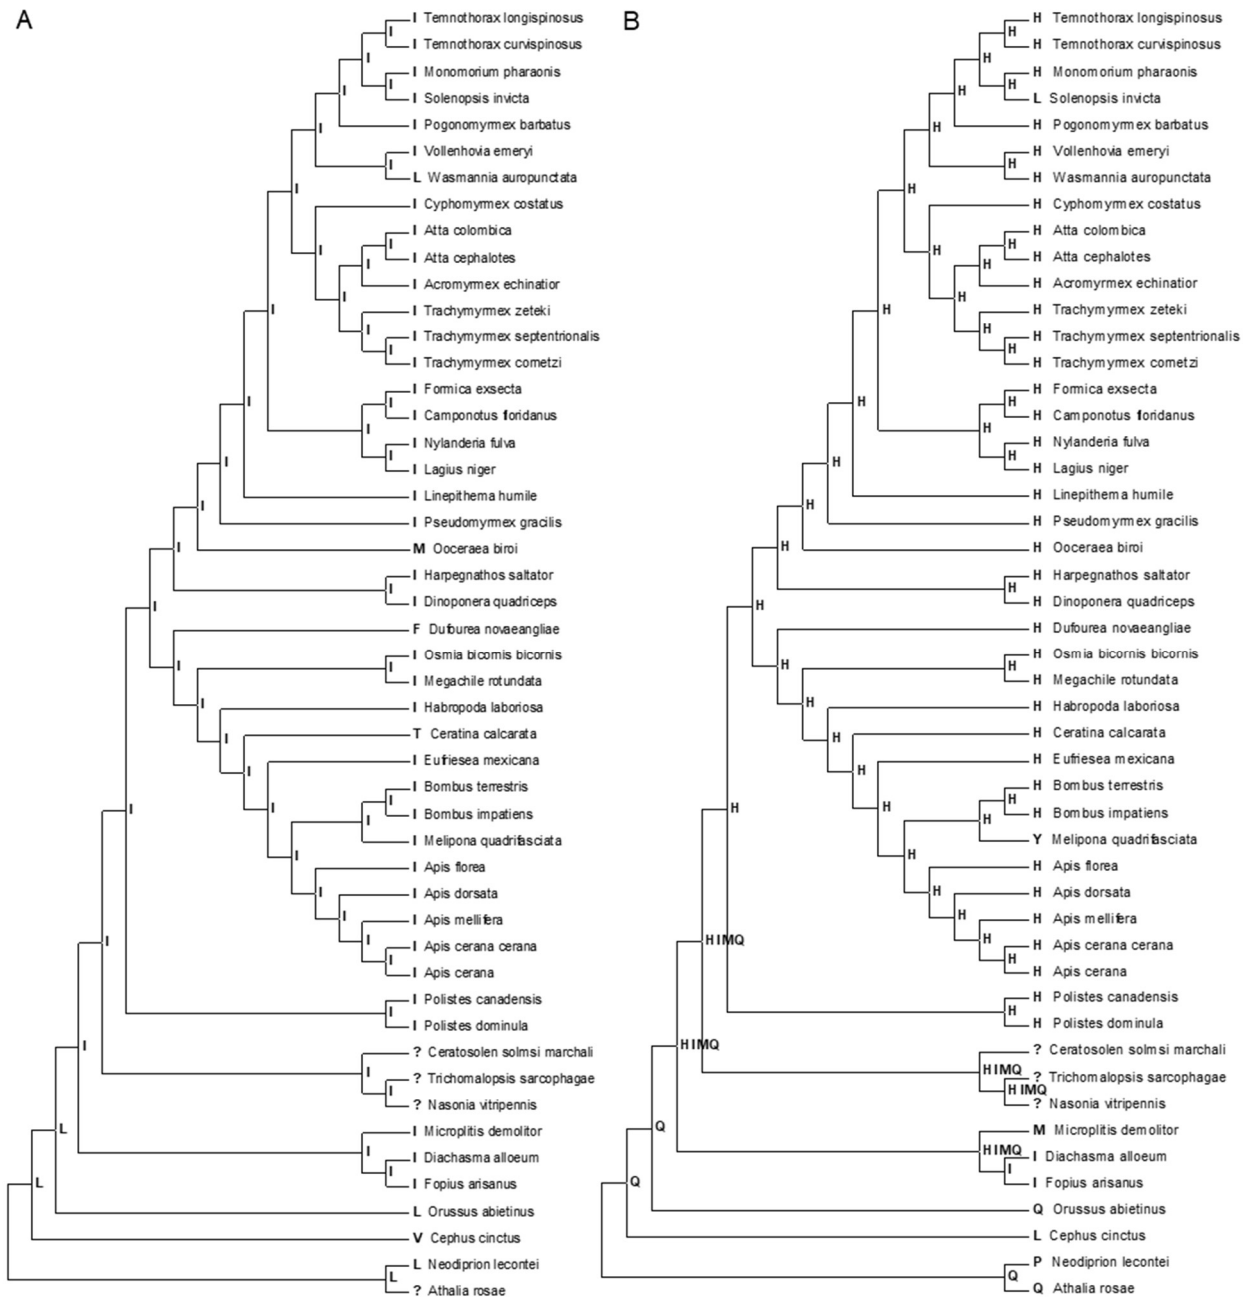

Supplementary Figure 7: Inferred evolutionary changes of amino acids at core sites of the CCHH ZnF motif. Ancestral states were inferred using the maximum parsimony method (Eck and Dayhoff, 1966). The tree from 49 sequences shows a set of possible amino acids (states) at each ancestral node based on their inferred likelihood at (A) the hydrophobic isoleucine at the core position and (B) the 2nd histidine of the canonical CCHH motif. The set of states at each node is ordered from most likely to least likely, excluding states with probabilities below 5%. Evolutionary analyses were conducted in MEGA6 (Tamura et al., 2013). There was a total of 129 positions in the final dataset. The phylogenetic relationships of the species are derived from Peters et al. (2017), Munro et al. (2011) and Moreau et al. (2006).

A

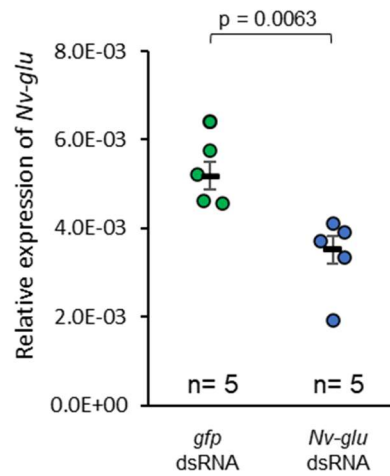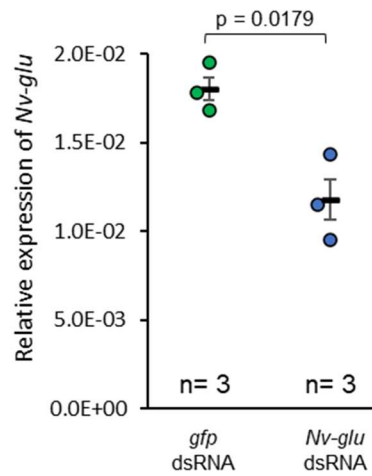

B

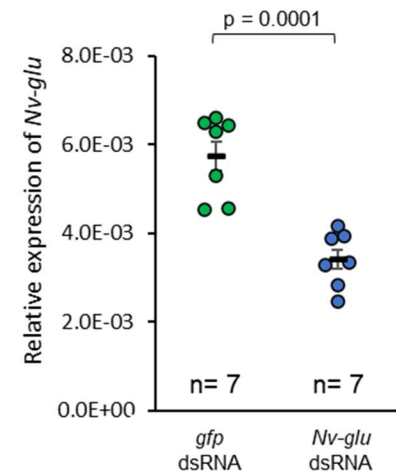

Supplementary Figure 8: Relative expression levels of *Nv-glu* in male (A) and female (B) *N. vitripennis* pupae after larval dsRNA injections. Individuals treated with *gfp* dsRNA were used as a control. Expression levels are relative to *Nv-ef1a* expression. dsRNA treatment was performed for males in two separate experiments (A). Means, standard errors and p-values obtained with a two-sided Student's t-test are shown.

A *Nasonia vitripennis* females:

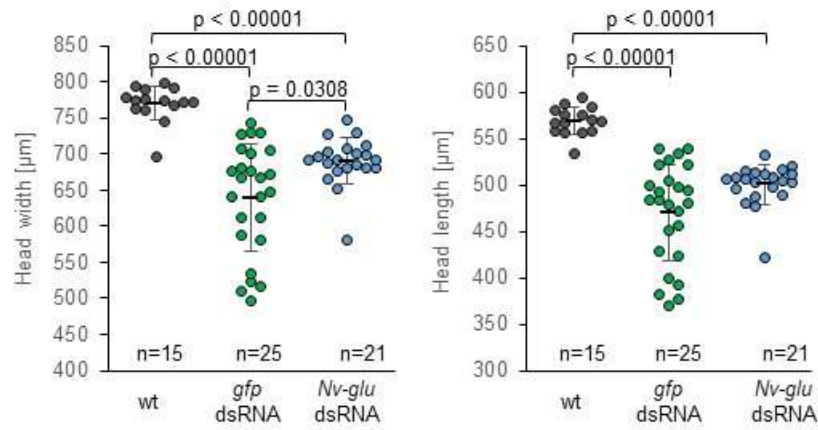

B *Nasonia vitripennis* males:

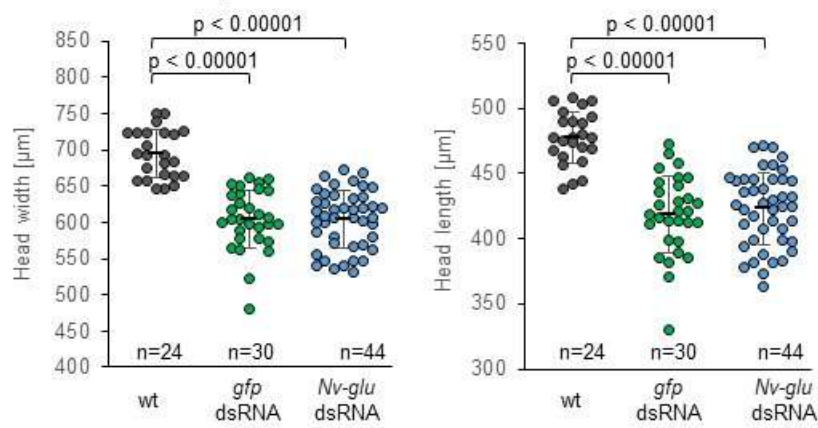

Supplementary Figure 9: The effect of larval injection on *N. vitripennis* adult head width and length. (A) *N. vitripennis* females and (B) *N. vitripennis* males left untreated (wt) or treated with *gfp* dsRNA or *Nv-glu* dsRNA. Means, standard deviations and p-values obtained with a two-tailed Mann-Whitney U test are shown.

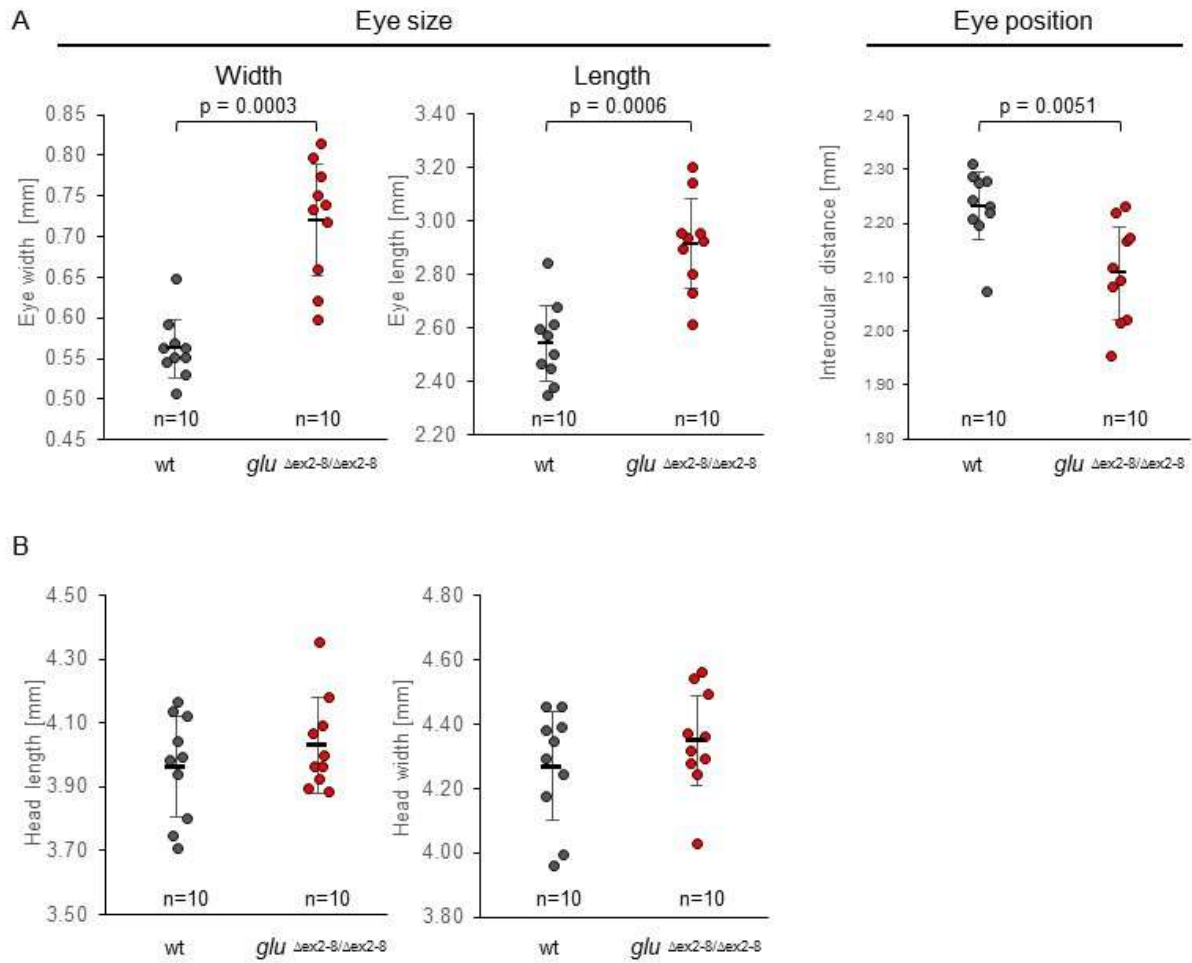

Supplementary Figure 10: Eye and head sizes in female mutants of the honeybee. (A) Eye width, eye length and eye position in $glul\Delta ex2-8/\Delta ex2-8$ mutants and wild type (wt) honeybee females. (B) Head length and width in $glul\Delta ex2-8/\Delta ex2-8$ mutants. Means, standard deviations and p-values (two-tailed Mann-Whitney U test) are shown.

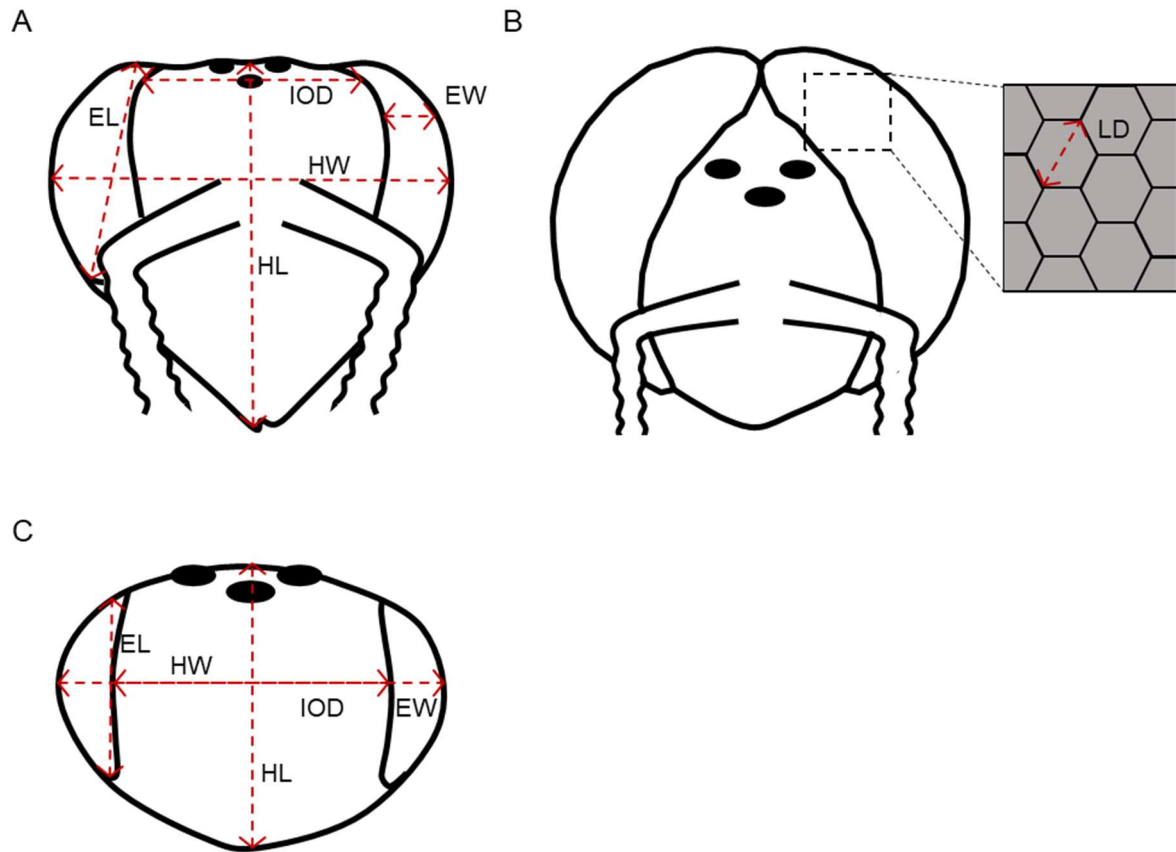

Supplementary Figure 11: The head and eye parameters of honeybee females (A), males (B) and the jewel wasp (C). EL: eye length; EW: eye width; IOD: interocular distance; HW: head width; HL: head length; LD: lens facet diameter.

Supplementary Table 1: Genotype sequences of *fem*^{-/-} individuals. Wild type sequences are provided as reference. Target sites of *fem* sgRNA 2 are underlined.

Individual	sequence at target site aligned to wild type (wt) sequence
# 27	wt AGAGGACCAGAAAG-----GTACTCAAGTTAGT<br>sequence 1 .....-----.....<br>sequence 2 .....-----.....<br>sequence 3 .....GTACTCAGAGAAG.....<br>sequence 4 .....-----TTAG.....
# 36	wt AGAGGACCAGAAAGGTACTCAAGTTAGT<br>allele 1/2 .....-.....
# 37	wt AGAGGACCAGAAAG-GTACTCAAGTTAGT<br>allele 1/2 .....TC.....
# 44	wt AGAGGACCAGAAAGGTACTCAAGTTAGT<br>allele 1 .....-.....<br>allele 2 .....--.....
# 56	wt AGAGGACCAGAAAGGTACTCAAGTTAGT<br>allele 1/2 .....---.....
# 51	wt AGAGGACCAGAA-----GGTACTCAAGTTAGT<br>allele 1 .....CTCAAGTAGGACC.....<br>allele 2 .....GTTATTTAGA-----.....
# 52	wt AGAGGACCAGAAAGGTACTCAAGTTAGT<br>allele 1/2 .....-.....
# 53	wt AGAGGACCAGAAAGGTACTCAAGTTAGT<br>allele 1/2 .....---.....
# 55	wt AGAGGACCAGAA-----GGTACTCAAGTTAGT<br>allele 1 .....-----.....<br>allele 2 .....GGTACTCAGAGAAG.....
# 58	wt AGAGGACCAGAAAGGTACTCAAGTTAGT<br>allele 1/2 .....---.....
# 89	wt AGAGGACCAGAA----GGTACTCAAGTTAGT<br>allele 1/2 .....AGTT.....

Supplementary Table 2: Splicing of *dsx* transcripts in *fem*^{-/-} individuals. The sex-specific transcripts of *doublesex* (*dsx*^M and *dsx*^F) were amplified in *fem*^{-/-} first stage larvae and in wild type (wt) male and female controls.

	Individuals screened	Individuals with <i>dsx</i> ^F<br>splicing	Individuals with <i>dsx</i> ^M<br>splicing
Females <i>fem</i> ^{-/-}	6	0	6 (100%)
wt male	6	0	6 (100%)
wt female	6	6 (100%)	0

Supplementary References

- Eck, R.V., and Dayhoff, M.O. (1966). Atlas of protein sequence and structure, V. 3-5 (National Biomedical Research Foundation).
- Moreau, C.S., Bell, C.D., Vila, R., Archibald, S.B., and Pierce, N.E. (2006). Phylogeny of the Ants: diversification in the age of Angiosperms. *Science* 312, 101-4.
- Munro, J.B., Heraty, J.M., Burks, R.A., Hawks, D., Mottern, J., Cruaud, A., Rasplus, J.-Y., and Jansta, P. (2011). A molecular phylogeny of the Chalcidoidea (Hymenoptera). *PLoS One* 6, e27023.
- Peters, R.S., Krogmann, L., Mayer, C., Donath, A., Gunkel, S., Meusemann, K., Kozlov, A., Podsiadlowski, L., Petersen, M., Lanfear, R., *et al.* (2017). Evolutionary history of the Hymenoptera. *Curr. Biol.* 27, 1013-8.
- Roth, A., Vleurinck, C., Netschitailo, O., Bauer, V., Otte, M., Kaftanoglu, O., Page, R.E., and Beye, M. (2019). A genetic switch for worker nutrition-mediated traits in honeybees. *PLoS Biol.* 17, e3000171.
- Tamura, K., Stecher, G., Peterson, D., Filipski, A., and Kumar, S. (2013). MEGA6: molecular evolutionary genetics analysis version 6.0. *Mol. Biol. Evol.* 30, 2725-9.

# Supplementary material for: The function and evolution of a genetic switch controlling sexually dimorphic eye differentiation in honeybees
**Source:** Nat Commun. 2023 Jan 28;14:463. doi: 10.1038/s41467-023-36153-4
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Genotype sequences of *glu* ^{Δ ex2-8/ Δ ex2-8}, *glu*^{tmC2H2/ex8stop}, *glu*^{tmC2H2/tmC2H2} and *glu*^{ex8stop/ex8stop} individuals and sequences of oligonucleotides, sgRNAs and dsDNAs used.

# Supplementary material for: The function and evolution of a genetic switch controlling sexually dimorphic eye differentiation in honeybees
**Source:** Nat Commun. 2023 Jan 28;14:463. doi: 10.1038/s41467-023-36153-4
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Please do not complete any field with "not applicable" or n/a. Refer to the help text for what text to use if an item is not relevant to your study.

For final submission: please carefully check your responses for accuracy; you will not be able to make changes later.

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	uEye Cockpit (part of IDS Suite, 4.92, IDS; Germany) software was used for a UI-1240LE-C-HQ camera (IDS, Germany). The Dino-Lite Edge 5MP Digital Microscope (Dino-lire, Almere, The Netherlands) was used together with the DinoCapture 2.0 software. Measurement were taken with ImageJ 1.53q (National Institutes Health, USA).
Data analysis	LinRegPCR, 2017.1.0.0, HFRC was used for relative expression value calculations. CFX Manager 3.1 software (Bio-Rad, Hercules, USA) was used for RT-PCR curve analysis. The Galaxy online toolset (http://usegalaxy.com ; Afgan et al., 2018) was used for amplicon sequence analysis. MEGA version 6 was used for sequence evolution analysis. The Benchling online toolset (Benchling [Biology Software]. (2019). Retrieved from https://benchling.com) was used for sgRNA design and off-target screening. Statistical analyses were performed using SigmaPlot 14.0 (Systat, San Jose, United States of America).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our policy

The authors affirm that all data necessary for confirming the conclusions of the article are presented within the article, in the figures, supplementary information and data or in the source data file. Sex specific cds sequences of the *glu* gene were deposited in the data base NCBI under the accession codes OQ116780 and OQ116781 (<https://www.ncbi.nlm.nih.gov/gene>). The databases PROSITE (<https://prosite.expasy.org/>; de Castro et al., 2006), InterPro (<https://www.ebi.ac.uk/interpro/>; Blum et al., 2021), Pfam (<https://pfam.xfam.org/>; Mistry et al., 2020) and BLASTP tool of the NCBI database (<https://blast.ncbi.nlm.nih.gov/Blast.cgi>) used in this study are accessible online.

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender	No human research participants were involved in this study.
Population characteristics	<i>Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information)</i>
Recruitment	<i>Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and</i>
Ethics oversight	<i>Identify the organization(s) that approved the study protocol.</i>

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample size (usually around 10) was chosen on the basis of similar previously published studies of honeybee development. In Figure 5 only 5 individuals were obtained. Single data points are always presented in dot plots. Phenotype data were derived from single insects with independent induced mutations or knockdowns. They represent independent biological replicates.
Data exclusions	No data were excluded except for knockdown phenotype data of <i>N. vitripennis</i> , in which the injection procedure alone produced extreme outliers and variations for the size phenotypes of the head (Supplementary Figure 9). We used 1.5 times the standard deviation as criterion to remove such outliers (Birmingham et al., 2009) from head width or length data from both the control and treated group following the procedure (Figure 7d, Supplementary Figure 9).
Replication	All individual insects described in this study are the result of individual mutational or silencing events and thus represent independent biological replicates. No genetic identical lines were established. Embryos were obtained from different mothers with a diverse genetic background. Honeybee experiments were performed over the course of several weeks, with several injection sessions in which batches of control and mutated individuals were reared in parallel.
Randomization	Several batches of control and mutated bees were generated randomly in repeated experiments to exclude biases.
Blinding	Phenotyping was blinded: the investigator had no knowledge whether the insect belongs to the treatment/mutation or control group during phenotyping.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involvement in the study
☐	Antibodies
☐	Eukaryotic cell lines
☐	Palaeontology and archaeology
☒	Animals and other organisms
☐	Clinical data
☐	Dual use research of concern

Methods

n/a	Involvement in the study
☐	ChIP-seq
☐	Flow cytometry
☐	MRI-based neuroimaging

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and Sex and Gender in Research

Laboratory animals

Nasonia vitripennis: strain AsymCx, cured of Wolbachia, adult males and females were used for crossing, RT-PCR (Figure 7a) and phenotype analysis (Figure 7d). Injection was performed into 2nd instar larvae, RT-PCR (Figure 7b) was performed on samples collected 3,4,5 days after injection.
Cimex lectularius: wild type, purchased from Insect Services GmbH (Berlin, Germany), male and female adults were used for analysis (Figure 7a).
Drosophila melanogaster: strain w1118, adult males and females (Figure 7a).
Tribolium castaneum: wild type, adult males and females (Figure 7a).
Apis mellifera carnica: wild type, naturally mated adult queens kept in an apiary were used for the production of female embryos for injections. injected females and males were reared in vitro until 4 pupal stage/eclosion. Phenotyping was performed on adults (Figure 5e) or pupae (4th pupal stage; Figure 5a-c, 6). RT PCR was performed on samples from embryos (Figure 4a), L1 larvae (Figure 3a) or adults (Figure 3b, 4b).

Wild animals

Animals were not collected in the field but from either lab cultures (*D.melanogaster*, *T.castaneum*, *C.lectularius*, *N.vitripennis*) or apiaries (*A.mellifera*) located in a research facility.

Reporting on sex

The findings apply to both sexes as mentioned in the result section/figures of this study. Adult animals were sexed according to their phenotype, sex of embryos/larva were either checked by amplification of sex specific transcripts (fem/dsx transcripts) or study animals were derived from special crossings that yielded offspring of a certain sex: CO2 treated, non-mated honeybee queens or virgin *N.vitripennis* females produced male offspring.

Field-collected samples

Animals were not collected in the field but from either lab cultures (*Drosophila*, *Tribolium*, *Cimex*, *Nasonia*) or apiaries.

Ethics oversight

The study was performed using insects that do not require ethical oversight in the countries this study was performed in (Germany, Netherlands).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: The function and evolution of a genetic switch controlling sexually dimorphic eye differentiation in honeybees
**Source:** Nat Commun. 2023 Jan 28;14:463. doi: 10.1038/s41467-023-36153-4
**Supplement:** Supplementary file 5 — Source Data

Figure 3a:

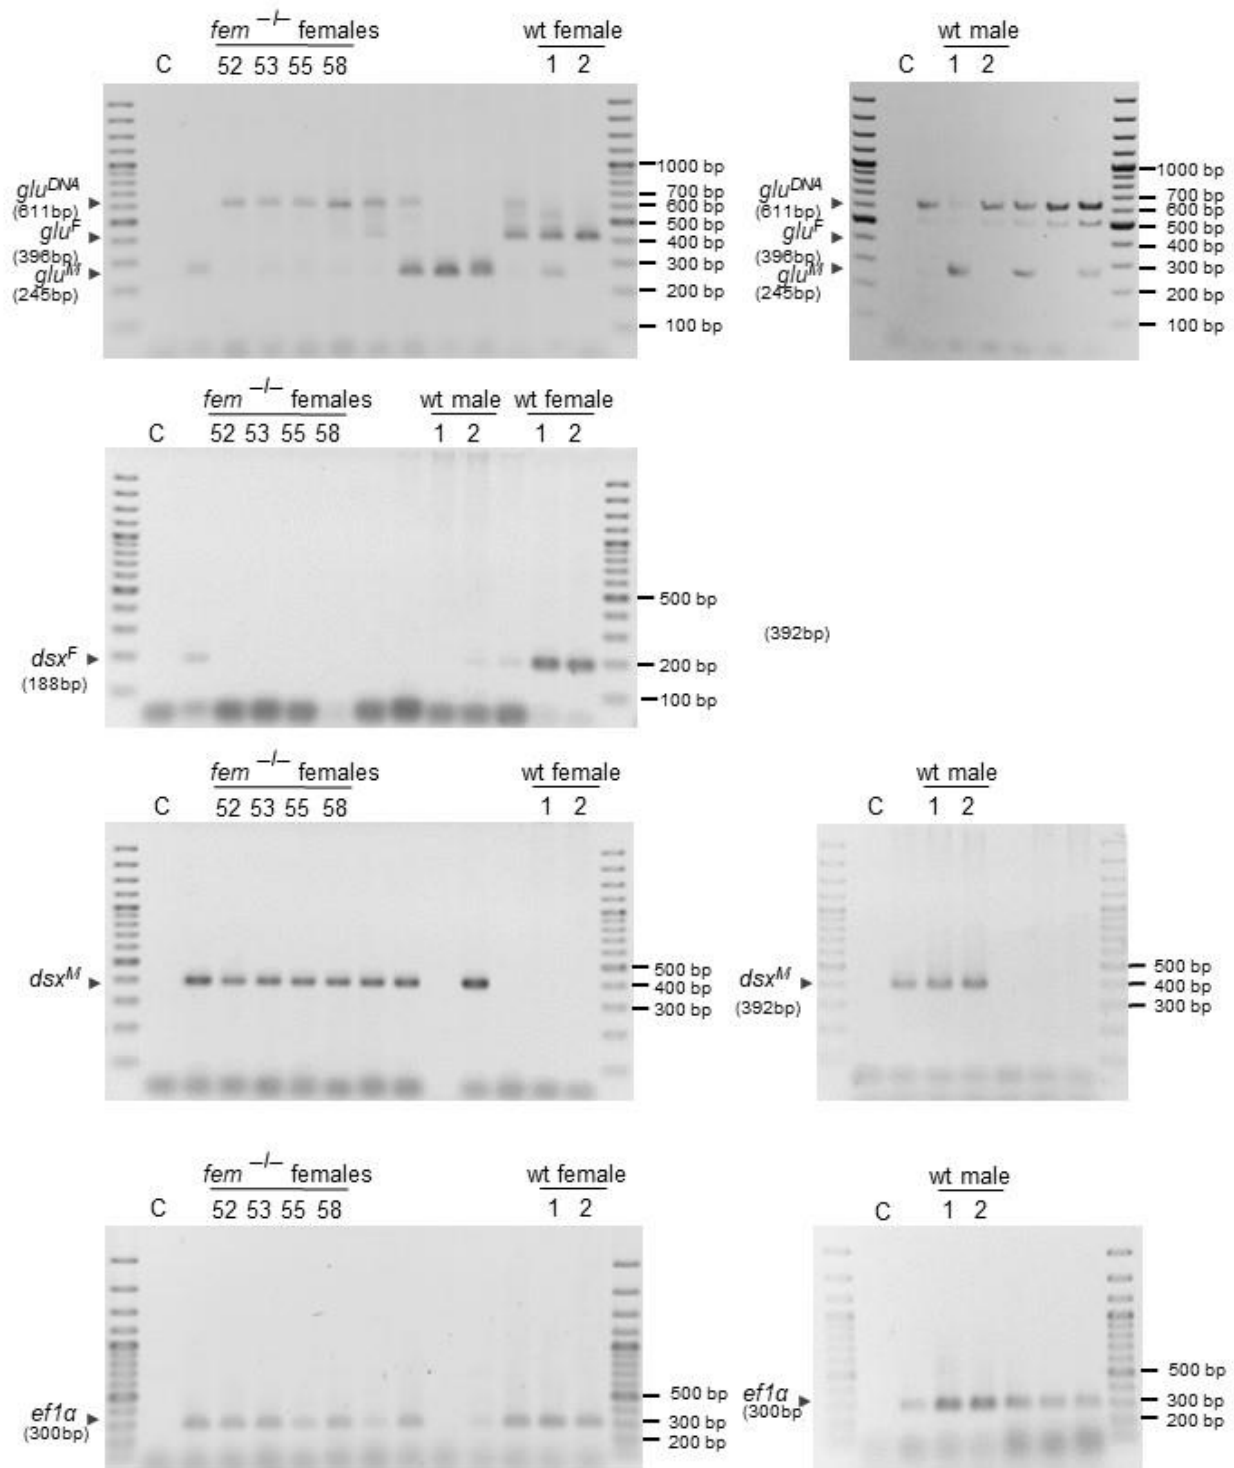

Figure 3b:

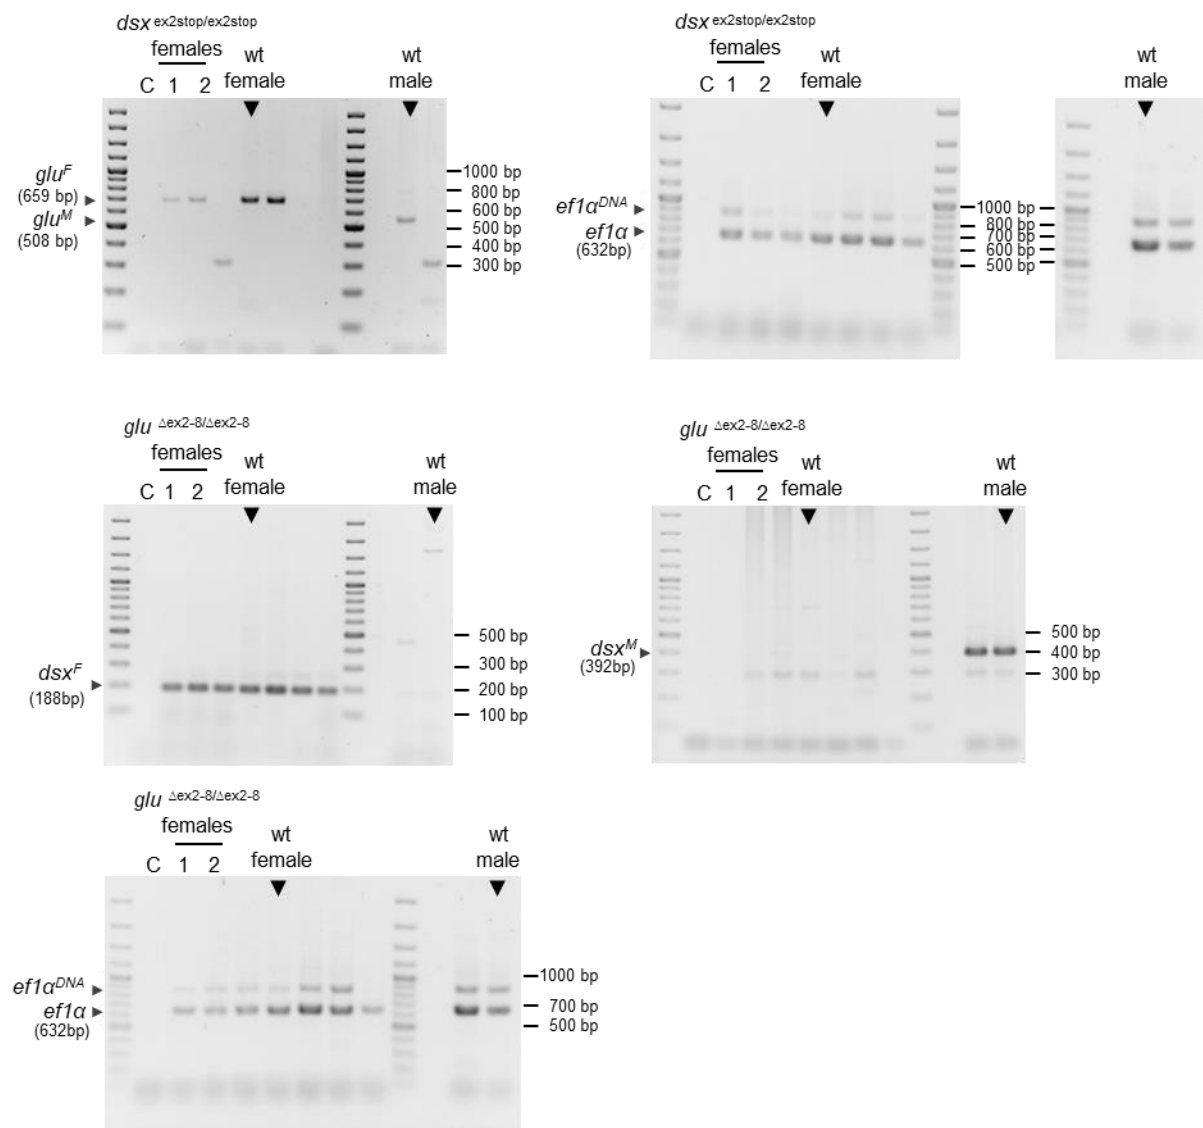

Figure 4a:

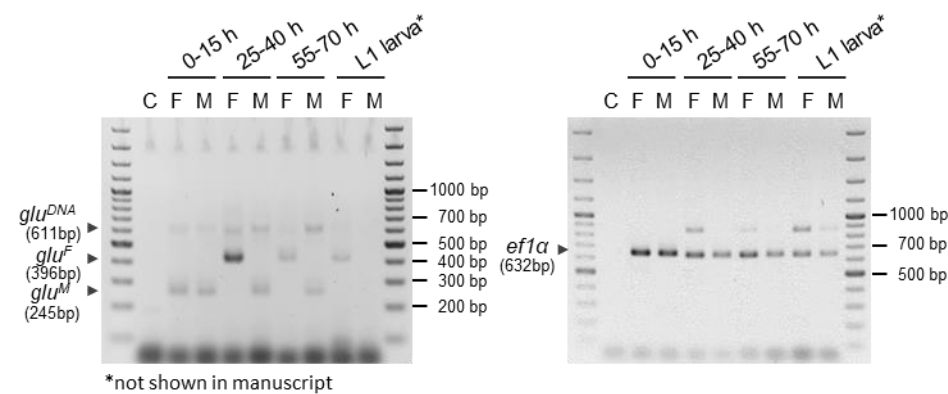

Figure 4b (and Supplementary Figure 3a-b):

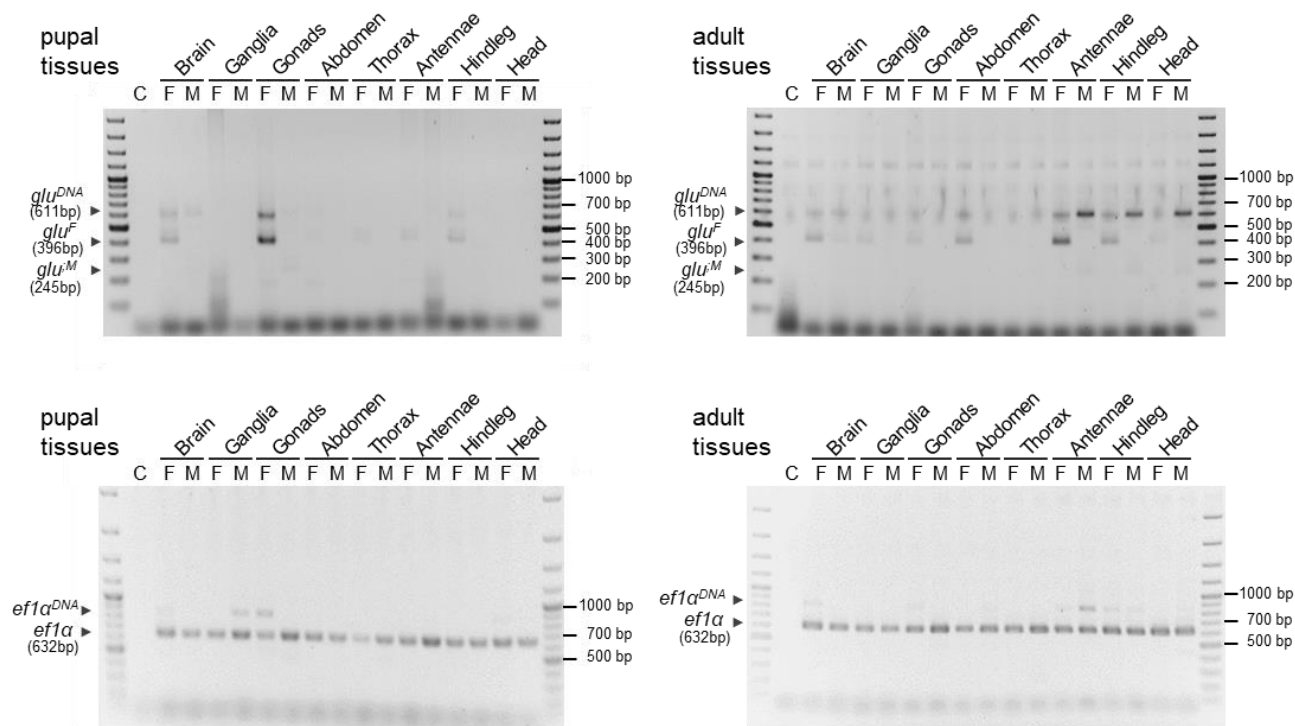

Figure 7a:

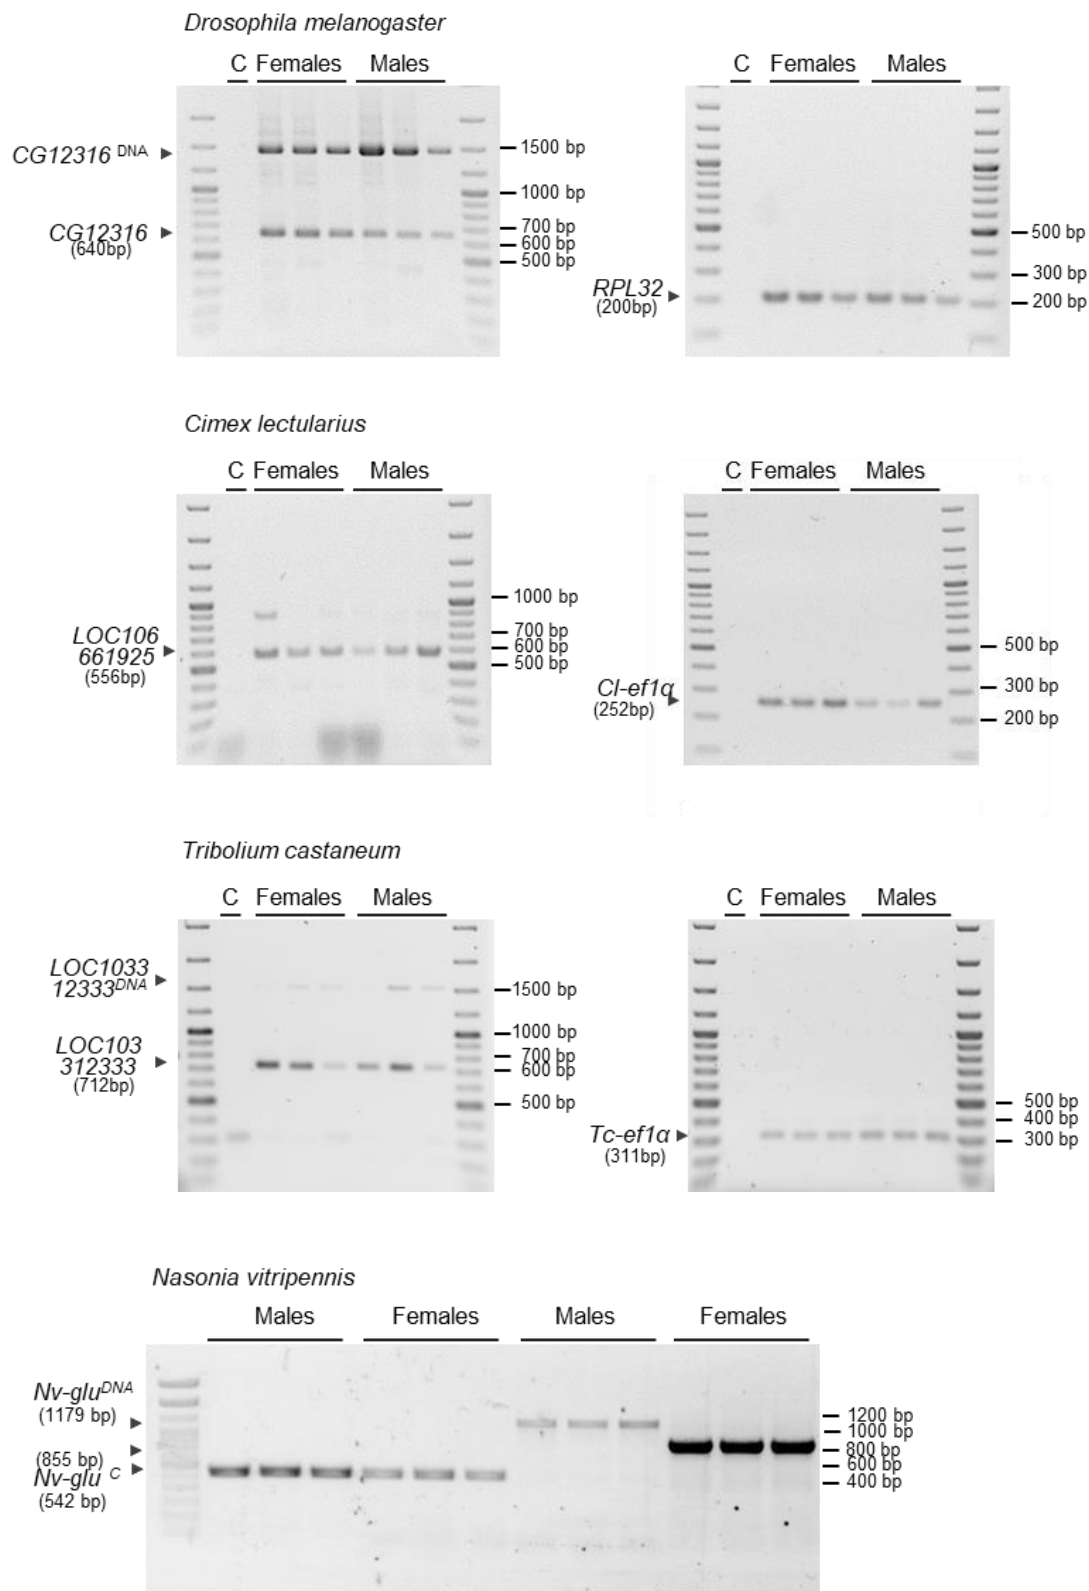

Figure 7b:

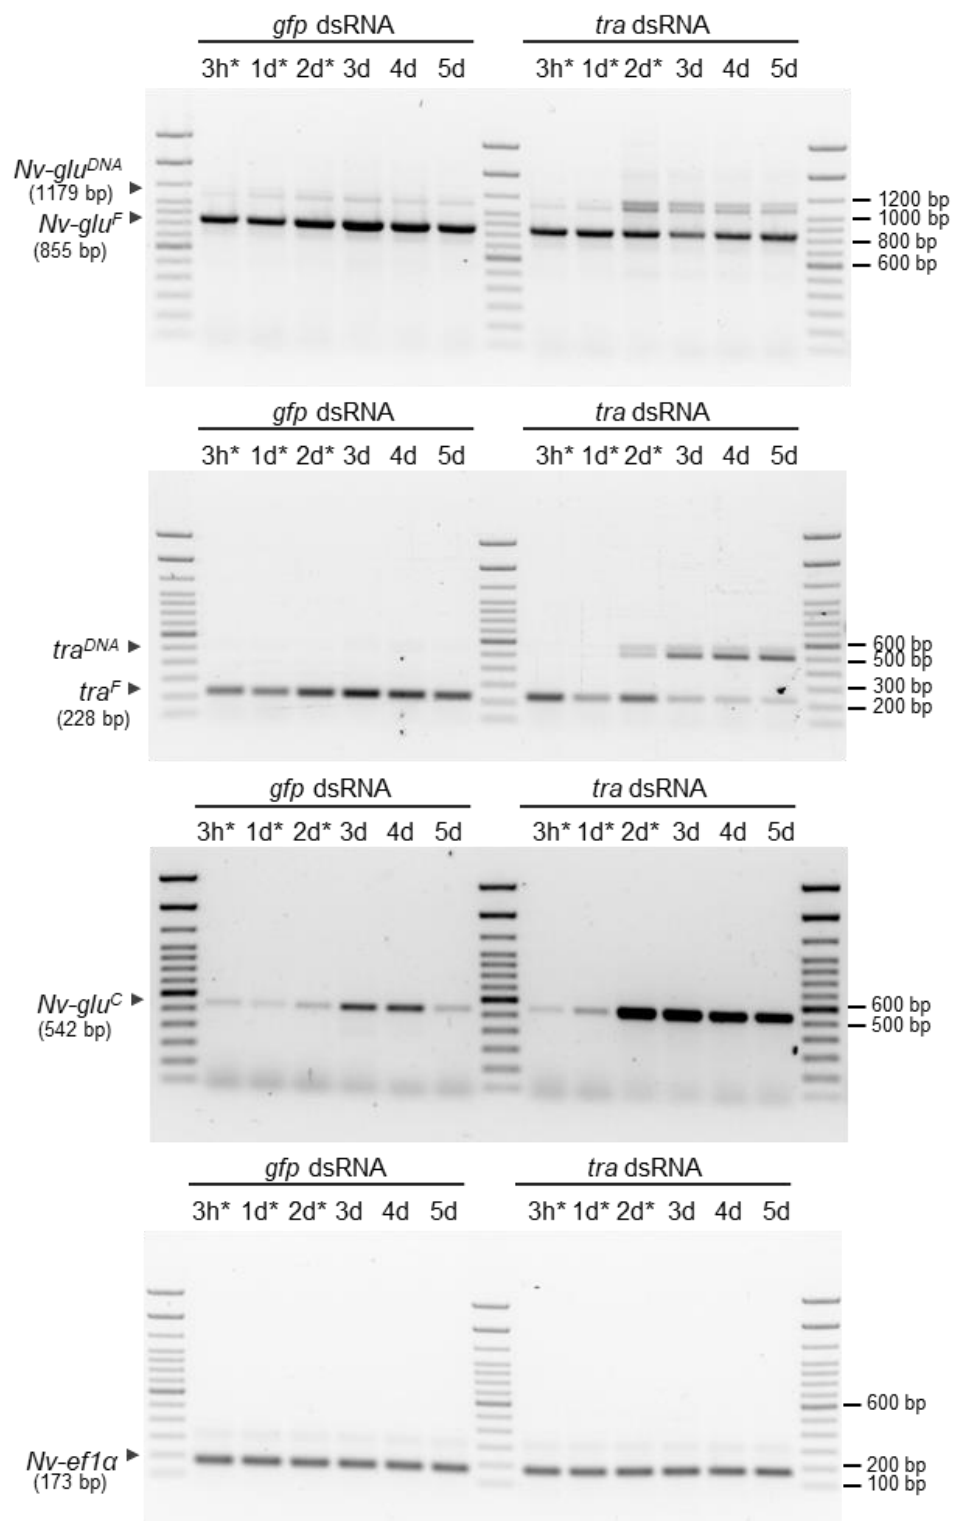

*data not shown in the paper. Samples collected 2 hours to two days after dsDNA treatment

How the deposited data were processed for this re-analysis (not part of the article)

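The series holds 12 RNA-seq libraries of whole honeybee embryos of both sexes at 10–15 h, 25–40 h and 55–70 h after egg laying, with 2 libraries for each sex and age. Sex, age and replicate number were taken from the submitters' labels. The authors deposited, for each library, FPKM per locus with lower and upper confidence bounds and a status of the estimate. The submitters' processing notes name TopHat2 and Bowtie2 2.2.6 for alignment and Cufflinks 2.2.1, and the parameters and the genome build are not given in the sources used here. FPKM divide the fragments of a locus by its length and by the fragments mapped in the library, so a group of abundant transcripts that grows lowers the FPKM of all others. Depth in reads is unknown. The bounds put the relative depth of the libraries between 0.872 and 1.24, so depth differed little between them, but loci of low FPKM remain imprecise. Of the 17621 loci in each file, 14 with a valid estimate in every library are listed at 0 in some libraries and at 1000 FPKM or more in another, so either the 0 or the high value can be a faulty estimate. Values of 0 are given as listed at 0, and no difference is given where a whole group is at 0.

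Values were analysed as log2(FPKM + 1) with no further scaling. Loci were kept when their mean was at least 1 FPKM and their status was valid in all 12 libraries, which left 10105. A model of 6 group means, with 6 residual degrees of freedom, was fitted to all libraries with limma 3.58.1 in R 4.3.3, with a trend of the variance on the mean (prior degrees of freedom 4.42), so that groups of 2 libraries share an estimate of the spread. The contrasts were female minus male at each age, their average over the 3 ages, the change between successive ages averaged over the sexes, and the interaction of sex and age. P-values were adjusted over all loci tested by the Benjamini–Hochberg method, with a threshold of 0.05. The genes of the sex determination pathway were also compared by an exact permutation test of the sexes within ages, two-sided, with 216 arrangements. Tables were prepared with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9.

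Before the data were examined, these choices were fixed: the contrasts, the filter, the test, the alternatives unless said otherwise, the gene lists and the genes to name. The rule names the genes of the sex determination pathway and up to 5 called loci of large difference in each direction of each contrast. These are above 0 in every library compared, and their libraries do not overlap between the groups. It also names up to 5 loci per direction listed at 0 in one sex, up to 4 called members of each list, and the 5 loci with the smallest p of the interaction. Both picks of up to 5 limit the loci that have only an identifier, such as a LOC number, or several gene names. Larger differences at such loci can thus go unnamed. *Ef-1a-f1* and the members of the added lists were named after their values were seen. Of 23 lists, 10 had at least 5 tested loci and were tested with limma's camera at a preset correlation of 0.01, in 60 tests: sex determination, opsins and phototransduction, gap and pair-rule genes, segment polarity genes, Hox genes, dorsoventral patterning and mesoderm genes, germ line and maternal RNA regulators, cell cycle and DNA replication, mitochondrial genome genes, and splicing regulators. Of these tests 5 passed the threshold, and none did with a correlation estimated from the residuals. Further lists, 13 in number with 78 tests, were made from gene symbols after the names and some values were seen, in part because several lists defined by product names found no match in files that give symbols only. Symbols matched *NOS* (nitric oxide synthase) and *SmG* (a protein of the splicing machinery) to the germ line list, where other genes were meant, and which gene *h* in the gap and pair-rule list stands for was not verified.

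The fit was tested on simulated data made from the means and spreads of the real loci, with noise drawn independently for each locus and library. For the sex difference at 25–40 h it recovered 12 of 100 loci changed 2-fold and 93 of 100 changed 4-fold, with 8 unchanged loci called among 10105. For the difference averaged over the ages it recovered 80 of 100 and 100 of 100, with 3 unchanged loci called. In the real data loci vary together, with an estimated correlation of 0.934 within the mitochondrial list and 0.547 within the ribosomal protein list. The simulated counts of unchanged loci called are therefore not the error rate of the real comparisons.

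The alternatives were pseudocounts of 0.1 and 5, a filter of 5 FPKM or none, median-ratio scaling, quantile normalization, rescaling of each library to the same sum (TPM), all loci whatever their status, a fit of only the libraries compared, a block for the replicate number, no variance trend, and each of the 12 libraries left out in turn. For the gene lists they were an estimated correlation and limma's fry. After the files were seen these were added: the midpoint of the bounds in place of the FPKM, leaving out loci far from that midpoint, loci at 0 in any library or loci that name several genes, and, for the average, leaving out the 25–40 h libraries. Gene names are those in the files. The result of 1 gene is not reported here. Of 10095 symbols, 6441 were found in a RefSeq gene table of a honeybee assembly, which served for names and neighbours only. Splice junctions and the exon structure of *glu* were not analysed here, because gene-level FPKM hold no reads and no genome sequence was used.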

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

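The tests of the correlation with the whole age change, of early and late loci together, of the *csd* locus and of the mitochondrial change with age were chosen only after the result was seen. The others were written down before their value was computed, though after the pattern had been seen.

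The sex difference itself changed with age at 1015 loci (limma's interaction test of sex and age, 3325 at an unadjusted p under 0.05), in a pattern the paper does not analyse. The count was 458 without female 10–15 h replicate 2, 357 and 333 without male 10–15 h replicates 1 and 2, 278 and 651 without male 25–40 h replicates 1 and 2, and 453 without female 55–70 h replicate 1. *LOC100578068* had the smallest p, with female minus male differences of −5.99, 0.49 and 0.22 at the 3 ages (adjusted p = 5.72e-04). *LOC408817* had −0.11, −4.05 and 0.67 (adjusted p = 9.18e-04). *LOC100576271* had 1.11, −4.44 and 0.31 (adjusted p = 0.00123). *LOC100578989* had 1.17, −3.12 and −0.22 (adjusted p = 0.00125). *LOC100577835* had 0.06, 3.44 and −0.78 (adjusted p = 0.00125). At the longest *csd* locus the differences were −0.11, 0.05 and −2.63 (adjusted p = 0.0211).

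At 25–40 h the male libraries lay nearer the 10–15 h libraries than the female libraries did. One scaling factor per library cannot separate early from late loci, whose medians of −1.37 and 0.393 lay 1.76 apart after quantile normalization, which argues against scaling as the whole cause. For the ribosomal proteins, 19 of the 50 loci were called after quantile normalization, below the bound of 25 set for scaling. After median-ratio scaling, which sets a single factor per library, 41 were called. Such a factor moves loci alike, but the median difference was 1.10 for these loci and −0.0281 over all tested loci. These values argue against a single factor as the whole cause. Quantile normalization also evens the shape of the distributions, and an effect of that shape stays open. An earlier developmental state of the male pools and 10–15 h material mixed into them cannot be told apart: either would leave late loci higher in females (71.3% of 722), early loci lower (3.19% of 94 higher) and a sex difference that follows the change from 10–15 h to 55–70 h (correlation 0.508). The spread of the sex difference was taken over 265 loci under 1 FPKM in every 10–15 h library and at least 10 on average at 25–40 h. It was 2.76 times that between replicates. This does not decide between the developmental state and the mixture, because the replicates may be technical.

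One *csd* locus is listed at 0 in all female libraries and above 0 in the 4 later male libraries. The level it is given may be an error of the estimate, since in 4 of these 4 libraries it lies above its own upper bound. Reads of the overlapping longest *csd* locus, if assigned to it alike in both sexes, would appear in females too. In females the longest locus had at least 19.9 FPKM at 25–40 h, and this one is listed at 0. These values do not exclude an assignment of reads that differs between the alleles of the pools. Females carry 2 different *csd* alleles and males 1, and a difference of the alleles from the reference stays open as an untested explanation.

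Mitochondrial transcripts were higher in female than in male 10–15 h libraries, with a median difference of 1.74 over 8 loci. It was 2.07 after median-ratio scaling, against a bound of 0.5, so scaling does not account for it. With the 10 most abundant other loci taken out it was 1.70. These loci took only 3.42% to 14.8% of the FPKM of a library, too small a share to account for the difference. Taking them out could therefore not have brought it under the bound of 0.5. A shift in developmental state stays open, because the median changes to 25–40 h (−0.265 in females and 0.967 in males) start from the same 10–15 h libraries and decide nothing. Also open, and untested, is a difference between diploid females and haploid males, between mothers or between collections of eggs, and the list's call itself is lost with an estimated correlation (adjusted p = 0.783).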

How the results depend on the processing

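The midpoint of the bounds, leaving out loci far from it, at 0 or naming several genes, and the average without the 25–40 h libraries were chosen after seeing the data. Of the counts of called loci, 107 of those under the other alternatives set before the data stayed within 1.5 times and 45 moved beyond, with 107 and 61 when 1 library was left out. Of the named genes, 2253 results kept direction and side of the threshold under those alternatives, 249 lost the call, 7 gained it and 7 turned, with 2364, 478, 2 and none when 1 library was left out. The replicate numbers do not pair the libraries, since deviations of same-numbered libraries correlated from −0.279 to 0.166 over 15 pairs of groups and only 3 were over 0.1. With a replicate block 118 loci were higher in females at 10–15 h, 16 lower at 55–70 h, and *Dsx* in the average had adjusted p = 0.0711, and no call of the main genes of the pathway or of a list was lost otherwise. In fits of only the libraries compared, whose spread rests on 4 libraries at an age, 0 loci were called by sex at each age, *Csd* at 55–70 h had adjusted p = 0.398 (difference −2.63) and the sex determination list 0.0519. With 1 library left out, loci higher and lower in females ranged from 41 to 540 and 82 to 2129 in the average, 0 to 262 and 1 to 1180 at 10–15 h, 275 to 887 and 246 to 1263 at 25–40 h and 9 to 246 and 2 to 180 at 55–70 h, and loci of the interaction from 278 to 1217. The averaged difference ranged from −0.85 to −0.44 for *Fem* (called without female 25–40 h replicate 1, adjusted p = 0.0407), −1.09 to −0.70 for *Csd* and 0.42 to 0.57 for *Dsx*, that of *Csd* at 55–70 h from −2.999 to −2.268, its change from 25–40 h to 55–70 h from −0.89 to −0.31, and the adjusted p of the sex determination list at 55–70 h from 0.00612 to 0.0691. Median-ratio scaling gave 796 higher in the average, 751 higher at 10–15 h, 12 lower at 55–70 h, 3708 and 3009 lower at the later of successive ages, 1891 of the interaction, *Dsx* 1.11 at 10–15 h (call gained) and 0.26 with age (call lost), *Csd* −0.85 from 25–40 h to 55–70 h (gained) and *B52* −0.12. Quantile normalization gave 496 lower in the average, 316 and 471 at 10–15 h, 55 and 19 at 55–70 h, 3594 and 3700 lower with age, *Csd* −0.996 (adjusted p = 0.005), the mitochondrial list in the average 0.105, and turned the age changes of *Dsx* (−0.0752), *Arr2* (−0.0025), *Blop* (−0.0636), *Dnmt2* (−0.18), *B52* (−0.19) and *Syt1* (−0.007). Rescaling to the same sum gave 2063 lower in the average, 1309 lower at 10–15 h, 1096 lower at 25–40 h, 18 and 21 at 55–70 h, 3607 and 3008 lower with age, *Fem* −0.81 (adjusted p = 0.044), *Dsx* 0.94 at 10–15 h and *Csd* −0.89, all 3 calls gained. A pseudocount of 0.1 gave 1141 lower at 10–15 h, 7 and 18 at 55–70 h and *Dsx* 1.16 at 10–15 h (gained), and one of 5 gave 82 and 70 at 55–70 h and *Dsx* 0.24 in the average (adjusted p = 0.0617). Without a filter, 252 and 428 were called in the average, 437 lower at 10–15 h, 110 and 142 at 55–70 h and 5939 higher at 55–70 h than at 25–40 h, with adjusted p = 0.0606 for *Csd* (−0.90) and 0.0783 for *Dsx* (0.50) in the average. With a mean of 5 FPKM, 7 and 5 were called at 55–70 h, 2241 higher with age to 55–70 h, and the germ line list had adjusted p = 0.0773. With loci of any status 20 were lower at 55–70 h and *Dsx* had 0.0509, and without loci of several genes *Dsx* had 0.0506. The midpoint of the bounds gave 66 and 57 at 55–70 h and 0.183 for the sex determination list, loci far from it left out 59, 51 and 0.165, and loci at 0 left out 0.191. Without the 25–40 h libraries the average gave 28 and 229, *Dsx* 0.38 (adjusted p = 0.198) and turned *Ci* (−0.27), *En* (−0.27) and *lab* (−0.0573). Of 60 list tests 5 passed, 0 with an estimated correlation (gap and pair-rule genes 0.671, germ line 0.783, mitochondrial 0.783 at 10–15 h and in the average, sex determination 0.709) and 22 with fry, which lost the mitochondrial list at 10–15 h (0.0815) and in the average (0.174). The cause of these changes was not tested, apart from the fewer loci or libraries that some alternatives hold by construction. Leaving out loci that share a gene identifier was not run, because no locus identifier is shared. However, 463 gene names belong to more than 1 single-gene locus, that of *csd* among them, so lists can count a gene more than once. For the average and the interaction a fit of only the libraries compared is the fit of all. Depth in reads is unknown, and loci of low FPKM limit the precision.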

Other observations

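The lists of ribosomal proteins, serine proteases, cuticle proteins, Osiris genes, muscle and cytochrome P450 and the comparison of *Ef-1a-f1* were chosen only after names and some values were seen.

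Between 10–15 h and 25–40 h, averaged over the sexes, all tested segment polarity and ribosomal protein loci rose, and other patterning lists held loci that rose and loci that fell. limma called 4812 loci higher and 2383 lower at the later age. *Twi*, the transcription factor that specifies mesoderm, rose by 7.62 (standard error 0.22, adjusted p = 2.88e-09), from 0.165 ± 0.068 to 248 ± 105 FPKM in females (SD, n = 2 libraries) and from 0.436 ± 0.149 to 271 ± 13.8 in males. All 6 segment polarity loci rose, also when adjusted over the list alone (list by camera, adjusted p = 0.0551), among them *arm*, the β-catenin of the fly (5.30), and *En* (4.75). Of 11 gap and pair-rule loci 8 rose and 2 fell, with *Kr* at 4.77 and a locus of *cad* at −4.48 (adjusted p = 5.15e-07). Of 7 Hox loci 4 rose and 1 fell, *Dfd* by 5.80. Of 8 dorsoventral and mesoderm loci 4 rose and 1 fell. Of 5 opsin and phototransduction loci 3 rose and 2 fell, though *Arr2* and *Blop* turned after quantile normalization. Of 5 splicing regulators 3 rose and none fell, with *B52* turned after median-ratio scaling and quantile normalization. Of 8 germ line loci 2 rose (3 over the list alone) and 4 fell, and of 6 cell cycle loci 3 rose and 2 fell. None of 8 mitochondrial loci was called. All 50 ribosomal protein loci rose (median 2.16). *yl*, the yolk receptor of the oocyte, fell by 4.43 (adjusted p = 2.97e-08) and *Cyp314a1* fell by 4.47 (adjusted p = 1.28e-07).

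Between 25–40 h and 55–70 h, most cuticle, muscle and serine protease loci rose and most gap and pair-rule loci fell. limma called 3674 loci higher and 1920 lower. *SP31*, a serine protease, rose by 9.55 (standard error 0.25, adjusted p = 3.7e-09), *Osi9* of the Osiris family by 9.36 and the muscle genes *TpnI* and *TpnT*, for troponins I and T, by 8.63 and 8.11. In lists chosen after the names and some values were seen, 23 of 34 serine protease loci rose and 3 fell, 13 of 16 cuticle protein loci rose, 6 of 8 Osiris loci rose, 9 of 12 muscle loci rose and 2 fell, and 12 of 17 cytochrome P450 loci rose and 1 fell (adjusted p by camera of 2.79e-04, 2.47e-03, 0.0105, 3.79e-03 and 4.44e-03, and adjusted p = 0.918 with an estimated correlation for each). Gap and pair-rule loci fell, with 8 of 11 lower and 1 higher, also over the list alone, and a median of −2.30 (adjusted p = 5.85e-04, and adjusted p = 0.671 with an estimated correlation). *cad* fell by 6.14, *gt* by 5.85 and *eve* by 3.99. Of 8 germ line loci 4 fell and none rose, also over the list alone (adjusted p = 0.0194, and adjusted p = 0.783 with an estimated correlation), among them *vas* by 0.86 and *orb* by 1.59, but also *NOS* and *SmG*, nitric oxide synthase and a protein of the splicing machinery. Of the other fixed lists, segment polarity genes had 1 locus higher (0 over the list alone) and 2 lower of 6, Hox genes 4 and 1 of 7, dorsoventral genes 5 and 1 of 8 (6 and 1 over the list alone), opsins and phototransduction 1 and 3 of 5, cell cycle genes 0 and 3 of 6 and splicing regulators 0 and 1 of 5.

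Over all tested loci the median change was 0.499 to 25–40 h and 0.234 to 55–70 h, so the changes stand beside a general rise. After median-ratio scaling the medians were 0.0777 and 0.00126. This scaling centres the median by construction, so it cannot tell whether the general rise is real. Of the calls to 25–40 h 66.9% were higher, or 51.0% after median-ratio scaling and 48.8% after quantile normalization. Of those to 55–70 h 65.7% were higher, or 50.4%, 40.0% and, rescaled to the same sum, 52.3%.

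The paper uses an elongation factor 1α gene as a reference in RT–PCR, and which of the genes in the files it is was not tested. *EF1-alpha* had 1164 ± 183, 4953 ± 266 and 3192 ± 1530 FPKM (SD, n = 2 libraries) in females and 948 ± 92.3, 3519 ± 835 and 4864 ± 837 in males at the 3 ages. It rose by 1.99 from 10–15 h to 25–40 h (adjusted p = 9.07e-06 from limma) and had an averaged difference between the sexes of 0.04 (adjusted p = 0.892). Another such gene, *Ef-1a-f1*, singled out after its values were seen, had 38.7 ± 12.2 FPKM in females and 6.89 ± 0.174 in males at 25–40 h, a difference of 2.30 (adjusted p = 5.98e-04). Its difference was 0.07 at 10–15 h (adjusted p = 0.992 from limma) and 0.38 at 55–70 h (adjusted p = 0.48). It rose by 1.68 from 10–15 h to 25–40 h, where sex differences cannot be told apart from differences in developmental state.

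Whether other groupings of the libraries give as many calls was tested with splits written down before they were run. For the averaged sex difference, 100 of the 108 splits of the libraries within ages were drawn, and 1, the real one, reached its 1206 loci. The highest other split called 1036 and keeps the real groups at 2 of the ages. The averaged counts also rest on single libraries: loci higher and lower in females were 144 and 145 without female 10–15 h replicate 2, 41 and 82 without male 10–15 h replicate 1, 114 and 147 without male 10–15 h replicate 2, 166 and 296 without female 25–40 h replicate 2, 150 and 344 without male 25–40 h replicate 1, 237 and 325 without male 25–40 h replicate 2, 113 and 149 without female 55–70 h replicate 1 and 223 and 308 without male 55–70 h replicate 1, with 226 higher without female 10–15 h replicate 1 and 2129 lower without female 25–40 h replicate 1. For the change from 10–15 h to 25–40 h, 1 of 35 splits, the real one, reached 6521 loci in a fit of 2 groups, and for that from 25–40 h to 55–70 h 1 of 35 reached 4042, with at most 1 locus called by any other split in either case. In all 3 comparisons the real split called the most loci of the splits run. Every other split of an age comparison mixes both ages in each group, which widens the spread, so few calls were bound to follow there. The splits show that libraries of a group resemble each other. They cannot exclude chance differences between pools, because the libraries of a group may be technical replicates.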
